# Fetal and maternal NLRP3 signaling is required for preterm labor and birth

**DOI:** 10.1172/jci.insight.158238

**Published:** 2022-08-22

**Authors:** Kenichiro Motomura, Roberto Romero, Jose Galaz, Li Tao, Valeria Garcia-Flores, Yi Xu, Bogdan Done, Marcia Arenas-Hernandez, Derek Miller, Pedro Gutierrez-Contreras, Marcelo Farias-Jofre, Siddhesh Aras, Lawrence I. Grossman, Adi L. Tarca, Nardhy Gomez-Lopez

**Keywords:** Immunology, Reproductive Biology, Cellular immune response, Molecular biology, Obstetrics/gynecology

## Abstract

Preterm birth is the leading cause of neonatal morbidity and mortality worldwide. One of every 4 preterm neonates is born to a mother with intra-amniotic inflammation driven by invading bacteria. However, the molecular mechanisms underlying this hostile immune response remain unclear. Here, we used a translationally relevant model of preterm birth in *Nlrp3*-deficient and -sufficient pregnant mice to identify what we believe is a previously unknown dual role for the NLRP3 pathway in the fetal and maternal signaling required for the premature onset of the labor cascade leading to fetal injury and neonatal death. Specifically, the NLRP3 sensor molecule and/or inflammasome is essential for triggering intra-amniotic and decidual inflammation, fetal membrane activation, uterine contractility, and cervical dilation. NLRP3 also regulates the functional status of neutrophils and macrophages in the uterus and decidua, without altering their influx, as well as maternal systemic inflammation. Finally, both embryo transfer experimentation and heterozygous mating systems provided mechanistic evidence showing that NLRP3 signaling in both the fetus and the mother is required for the premature activation of the labor cascade. These data provide insights into the mechanisms of fetal-maternal dialog in the syndrome of preterm labor and indicate that targeting the NLRP3 pathway could prevent adverse perinatal outcomes.

## Introduction

Preterm birth, delivery prior to 37 weeks of gestation, is the leading cause of neonatal morbidity and mortality as well as the second greatest cause of childhood death below the age of 5 (1). Approximately 15 million preterm neonates are born every year, with North America having one of the highest rates (2). Two-thirds of all preterm births occur after the spontaneous onset of preterm labor, a syndrome of multiple pathological processes, of which microbe-associated inflammation in the amniotic cavity (i.e., intra-amniotic infection) is a well-established cause (3). Indeed, 1 of every 4 preterm infants is born to a mother with intra-amniotic infection (4). This condition is largely subclinical and frequently results from the invasion of the amniotic cavity by microorganisms ascending from the lower genital tract (5, 6). Invading microorganisms are predominantly bacteria (e.g., genital mycoplasmas and Gram-positive and -negative bacteria) that possess pathogen-associated molecular patterns, which are sensed by host pattern recognition receptors (7), inducing activation of the innate immune system and a subsequent inflammatory milieu in the amniotic cavity (8, 9). This immune response comprises proinflammatory cytokines released by the surrounding fetal tissues as well as infiltrating immune cells (10–15). Therefore, elucidating the mechanisms underlying such an inflammatory response is critical for the development of novel therapeutic strategies to prevent preterm birth and subsequent adverse neonatal outcomes.

The NLRP3 inflammasome is a multiprotein complex that mediates the activation of caspase-1 and subsequent processing and release of IL-1β (16, 17), a cytokine that has been described as an essential facilitator of human parturition (18, 19). IL-1β is synthesized as a zymogen and therefore requires cleavage to exhibit its bioactivity (20). Clinical studies have suggested that the NLRP3 inflammasome is implicated in the processing of mature IL-1β in the chorioamniotic membranes (fetal tissues surrounding the conceptus) of women who underwent spontaneous preterm labor and birth (21–23). Moreover, using animal models of ultrasound-guided intra-amniotic inflammation, we showed that a microbial product (LPS) activates the NLRP3 inflammasome in the fetal membranes (murine tissues resembling human chorioamniotic membranes) (24). Yet, the complex pathway of parturition comprises multiple well-orchestrated biological processes, including fetal membrane activation, uterine contraction, and cervical dilation, as well as the triggering of an immune response in the decidual tissues (3, 25, 26). Therefore, the mechanisms of parturition require cooperation between the mother, who possesses the effector organs (myometrium, cervix, and decidua), and the fetus (fetal membranes). However, whether the NLRP3 inflammasome is implicated in such fetal and maternal compartments is largely unknown.

In the current investigation, we used multiple mechanistic approaches to fully appreciate the fetal and maternal contribution to NLRP3 signaling in the pathophysiology of preterm birth induced by microorganisms invading the amniotic cavity. Specifically, fetal responses were evidenced as inflammation of fetal organs, the amniotic cavity, and the fetal membranes as well as alterations in hemodynamic parameters (i.e., heart rate and umbilical artery blood flow) in *Nlrp3*-deficient mice. Maternal responses included the activation of the common pathway of labor (indicated by uterine contractility and cervical dilation) and inflammatory processes in the decidua. Furthermore, immunophenotyping and RNA-Seq were performed to evaluate cellular innate immune responses (neutrophils and macrophages) in the uterus and decidua. Last, heterozygous mating and embryo transfer strategies were employed to unravel the individual fetal and maternal contributions to NLRP3 signaling leading to preterm birth and neonatal mortality.

## Results

### Nlrp3 deficiency protects against intra-amniotic inflammation-induced preterm birth and neonatal mortality.

To investigate the contribution of the NLRP3 inflammasome to the onset of preterm labor leading to preterm birth, we used *Nlrp3*-sufficient (*Nlrp3*^+/+^) and -deficient (*Nlrp3*^–/–^) mice. A subclinical model of intra-amniotic inflammation induced by the ultrasound-guided intra-amniotic administration of LPS during late gestation (16.5 days post coitum, dpc) (27) was utilized (Figure 1A). As expected, the majority of *Nlrp3*^+/+^ mice injected with LPS delivered preterm, and those injected with PBS delivered at term (Figure 1B). Strikingly, most *Nlrp3*^–/–^ mice injected with LPS delivered at term, and only a fraction (13%, 1/8) delivered preterm (Figure 1B). Consistently, the gestational length of *Nlrp3*^–/–^ mice injected with LPS was significantly longer than that of LPS-injected *Nlrp3*^+/+^ mice (Figure 1C). These data show that *Nlrp3* deficiency protects against intra-amniotic inflammation-induced preterm birth.

Preterm neonates born to women with intra-amniotic infection require intensive care to mitigate the consequences of prematurity and the intra-amniotic inflammatory response (28), which can lead to devastating short- and long-term outcomes, including death, if not promptly managed (29). Therefore, we also evaluated neonatal mortality in *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice injected with LPS. Most neonates born to *Nlrp3*^+/+^ mice injected with LPS were delivered preterm and died shortly after birth, whereas those born to PBS-injected dams were viable and delivered at term (Figure 1D). By contrast, the majority of neonates born to *Nlrp3*^–/–^ mice injected with LPS or PBS were delivered at term (Figure 1D) and thrived into infancy. These results indicate that *Nlrp3* deficiency attenuates the deleterious neonatal effects induced by intra-amniotic inflammation.

### Nlrp3 deficiency disrupts LPS-induced inflammatory responses in the amniotic cavity and fetal tissues.

Intra-amniotic inflammation harms fetal well-being (30, 31). This concept is supported by mechanistic evidence demonstrating that antenatal exposure to inflammation causes fetal bradycardia and alters fetal-placental circulation (i.e., umbilical artery blood flow) (32, 33). Therefore, using high-resolution Doppler ultrasound to assess the umbilical artery, we evaluated whether the intra-amniotic administration of LPS alters fetal parameters and whether *Nlrp3* deficiency could protect the fetus against such alterations (Figure 1E). Fetuses of *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice did not display alterations in umbilical artery blood flow (Figure 1F). Yet, fetuses from *Nlrp3*^+/+^ mice injected with LPS were bradycardic compared with normocardic controls (Figure 1G). Such complication was more evident in fetuses of *Nlrp3*^–/–^ mice injected with LPS (Figure 1G), which led us to hypothesize that LPS triggers *Nlrp3*-dependent and -independent intra-amniotic and fetal inflammatory responses. In addition, ultrasound evaluation of the placenta revealed that there were no differences in placental thickness, diameter, or area between PBS- and LPS-injected *Nlrp3^–/–^* mice (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.158238DS1). Moreover, no changes in fetal and placental weights were found (Supplemental Figure 1, E–G).

We then determined inflammasome activation in amniotic fluid following LPS injection (Figure 2A). First, using immunoblotting, we determined the activation of caspase-1 (CASP-1) and maturation of IL-1β in amniotic fluid. *Nlrp3*^–/–^ mice injected with LPS did not show increased activation of CASP-1 compared with PBS-injected controls, as *Nlrp3*^+/+^ mice did (Figure 2B). Consistently, KO mice had diminished levels of mature IL-1β compared with WT mice (Figure 2B). Therefore, *Nlrp3* deficiency impairs the activation of CASP-1 and subsequent processing and release of IL-1β in the amniotic cavity. Yet, the increased amniotic fluid concentrations of IL-1β in *Nlrp3*^–/–^ mice in response to LPS also indicate that microbial products activate alternative pathways leading to the processing and release of this proinflammatory cytokine (e.g., neutrophil elastase and cathepsin C; refs. 24, 34, 35).

Next, we characterized the intra-amniotic inflammatory response induced by LPS by profiling the concentrations of 36 proinflammatory cytokines in amniotic fluid. The classic markers of intra-amniotic inflammation, IL-6 and TNF (28, 36), were increased in response to LPS in *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice (Figure 2C). Similar results were observed for most measured cytokines (Supplemental Figure 2). Therefore, *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice display a similar intra-amniotic inflammatory response to microbial products. A possibility, however, was that such intra-amniotic inflammatory response exhibits differential NLRP3-dependent effects on the fetus. We profiled the expression of several inflammasome-associated and -independent inflammatory mediators in the fetal lung and intestine, tissues commonly affected by microbes invading the amniotic cavity (37, 38). LPS induced a strong inflammatory response in the fetal lung of both *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice (Figure 2, D–E, and Supplemental Figure 3) but not in the fetal intestine (Figure 2, F and G, and Supplemental Figure 4). However, key transcripts encoding proteins related to NF-κB and chemokine signaling, namely *Nfkb2* and *Ccl17*, were downregulated or unchanged in the fetal lung of *Nlrp3*^–/–^ mice upon LPS injection (Figure 2H).

Taken together, these results show that *Nlrp3* deficiency attenuates the deleterious effects of LPS by disrupting CASP-1 cleavage and the subsequent release of mature IL-1β in the amniotic cavity as well as by restricting the activation of specific inflammatory pathways in fetal organs exposed to amniotic fluid.

### Nlrp3 deficiency protects against preterm birth by impairing the common pathway of parturition.

Next, we sought to investigate whether *Nlrp3* deficiency protects against preterm birth by interfering with the common pathway of parturition, including the activation of the fetal membranes, uterine contractility, and cervical dilation (3, 25).

### Fetal membrane activation.

Fetal membrane activation includes an inflammatory milieu characterized by the activation of the NF-κB pathway, leading to the synthesis of proinflammatory mediators as well as their processing machinery (e.g., the NLRP3 inflammasome) (39–41). Thus, we evaluated cytokine-driven inflammation in the fetal membranes as an indicator of tissue activation and profiled the expression of several inflammatory mediators (Figure 3A). The fetal membranes of both *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice displayed a strong upregulation of inflammation-associated genes upon LPS injection (Figure 3, B and C, and Supplemental Figure 5). Nonetheless, *Nlrp3*^–/–^ mice injected with LPS did not show increased CASP-1 activation compared to PBS-injected controls, as *Nlrp3*^+/+^ mice did (Figure 3D). Although the total IL-1β levels in the fetal membranes were increased in WT and KO mice in response to LPS (Figure 3E), immunoblotting and immunofluorescence consistently demonstrated that, in *Nlrp3*^–/–^ mice, the endotoxin did not increase the levels of mature IL-1β as it did in *Nlrp3*^+/+^ mice (Figure 3, F and G), consistent with the diminished activation of CASP-1. In addition, we observed that the expression of the apoptosis marker cleaved PARP-1 (42) did not colocalize with mature IL-1β in both WT and KO mice injected with LPS (Supplemental Figure 6), suggesting that inflammasome activation in the fetal membranes during LPS-induced intra-amniotic inflammation occurs independently of apoptotic cell death. Together, these results indicate that *Nlrp3* deficiency impairs LPS-induced fetal membrane activation by interfering with the processing of CASP-1 and subsequent release of mature IL-1β without significantly influencing the transcription of other inflammatory mediators.

LPS can also induce the noncanonical activation of the NLRP3 inflammasome, mediated by CASP-11 (CASP-4/5 in humans) (43, 44), and thus active forms of this caspase were also determined in the fetal membranes. Both *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice displayed increased active forms of CASP-11 in the fetal membranes following injection of LPS (Supplemental Figure 7A), confirming that cleavage of this caspase occurs independently of the NLRP3 sensor molecule (43, 44).

### Uterine activation and contractility.

The uterine tissues orchestrate the process of parturition as the transition from a quiescent to a contractile myometrium heralds the onset of labor (Figure 4A), which is accompanied by a surge of proinflammatory mediators (45, 46). This inflammatory milieu includes the activation of CASP-1 and release of mature IL-1β (47); however, the contribution of the NLRP3 inflammasome in the uterine tissues has yet to be established. First, we investigated the expression of contractility-associated genes as well as several inflammatory mediators in the uterine tissues following LPS injection (Figure 4A). Consistent with the onset of the active phase of labor, the uterine tissues of *Nlrp3*^+/+^ mice exhibited increased expression of transcripts encoding uterine activation proteins (*Gja1*, connexin-43; and *Oxtr*, oxytocin receptor) as well as downregulation of *Ptgs2* (COX-2) upon LPS injection (Figure 4B). Such phenomena were not observed in the uterine tissues of *Nlrp3*^–/–^ mice, suggesting impaired myometrial contractility. When exploring the expression of inflammasome-associated and -independent mediators, we found that the uterine tissues of *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice displayed upregulation of inflammation-associated genes upon LPS injection (Figure 4C and Supplemental Figure 8). Yet, the transcription of several key inflammation-associated molecules, such as *Nfkb1*, *Nfkb2*, *Nlrp6*, *P2rx7*, and *Il18*, was unchanged or downregulated in KO mice (Figure 4D). Next, we explored whether impaired uterine gene expression in *Nlrp3*^–/–^ mice was reflected by the reduced activation of CASP-1 and release of mature IL-1β. The uterine tissues of WT dams injected with LPS contained high quantities of active CASP-1, whereas those from *Nlrp3*^–/–^ mice did not (Figure 4E). Notably, although total IL-1β was increased in the uterine tissues of both WT and KO mice in response to LPS (Figure 4F), *Nlrp3*^–/–^ mice did not display a robust rise in the levels of mature IL-1β as *Nlrp3*^+/+^ mice did (Figure 4, G and H). The activation of CASP-11 in the uterine tissues upon LPS injection was similar between WT and KO mice (Supplemental Figure 7B). In sum, these data demonstrate, for the first time to our knowledge, a central role for NLRP3 inflammasome activation in the inflammatory processes that accompany myometrial contractility, an essential component of the common pathway of labor, in response to microbial products.

### Cervical dilation.

The cervix is the gatekeeper of pregnancy since its dilation facilitates the delivery of the offspring (48, 49). Cervical dilation is an inflammatory process that includes structural changes to allow the distension of this organ during the process of labor (49, 50). Therefore, we also investigated whether *Nlrp3*^–/–^ mice display alterations in the inflammatory and contractility processes associated with cervical dilation (Figure 5A). *Nlrp3*^+/+^ mice displayed augmented distension of the cervix (Figure 5B) as well as increased expression of contractility genes (*Gja1*, *Oxtr*, and *Ptgs2*) in the cervical tissues upon LPS injection (Figure 5C and Supplemental Figure 9A). LPS also induced cervical distension in *Nlrp3*^–/–^ mice; however, the expression of *Gja1* and *Oxtr* was not upregulated (Figure 5, B and C, and Supplemental Figure 9A), indicating impaired cervical dilation. We also investigated the expression of genes associated with the structural reorganization of the cervix during parturition (i.e., cervical remodeling) (51, 52), including small leucine-rich proteoglycans (53) (an extracellular matrix component; ref. 54), tight junction proteins (51), and hyaluronidases (48, 55) (Figure 5D and Supplemental Figure 9B). Overall, the expression pattern of those genes differed between *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice (Figure 5D and Supplemental Figure 9B), suggesting that NLRP3 directly or indirectly modulates cervical composition. Moreover, the expression profile of several cervical inflammatory transcripts in response to LPS differed between *Nlrp3*^–/–^ and *Nlrp3*^+/+^ mice (Figure 5, E and F, and Supplemental Figure 9C). Indeed, the expression of several key inflammatory mediators, such as *Il1a*, *Il1r1*, *Il12a*, *Tnfrsf1a*, and *Il10rb*, was upregulated in WT mice injected with LPS but was unchanged or downregulated in KO mice (Figure 5F). Therefore, *Nlrp3* deficiency restricts LPS-induced distension and inflammation in the cervical tissues.

A previous study has shown that cervical dilation occurs in the absence of NLRP3 inflammasome activation prior to intra-uterine inflammation-induced preterm birth (56). To further explore the participation of the NLRP3 inflammasome in our animal model of intra-amniotic inflammation-induced preterm birth, we evaluated the activation of CASP-1 and release of IL-1β by the cervical tissues. Consistently, activation of CASP-1 was negligible in the cervical tissues of *Nlrp3*^+/+^ mice upon LPS injection, and such an effect was also observed in *Nlrp3*^–/–^ mice (Figure 5G). Total IL-1β was increased in response to LPS in the cervical tissues of both WT and KO mice (Figure 5H). However, the levels of the mature form of IL-1β in cervical tissue lysates were negligible in both WT and KO mice (Figure 5I). Active forms of CASP-11 were observed in the cervical tissues of both WT and KO mice following LPS administration (Supplemental Figure 7C). These data provide further evidence that the canonical activation of the NLRP3 inflammasome does not contribute to the inflammatory process associated with cervical dilation; yet, the deficiency of the NLRP3 sensor molecule impairs the transcription of contractility and inflammatory mediators in response to microbial products.

Collectively, this series of investigations shows a critical role for NLRP3 inflammasome activation in fetal membrane activation and uterine contractility, highlighting the fetal and maternal contributions of NLRP3 signaling to the common pathway of parturition leading to preterm birth. In addition, these results show that the NLRP3 molecule regulates inflammasome activation–independent processes associated with cervical dilation.

### Nlrp3 deficiency protects against preterm birth by limiting decidual inflammation.

The onset of labor is accompanied by a surge of proinflammatory mediators, including IL-1β, in the decidual tissues, a process that is exacerbated in the context of intra-amniotic inflammation (26, 57, 58). However, the role of NLRP3 inflammasome activation in such a process is unknown. Therefore, we next interrogated the expression of several inflammatory mediators in the decidua basalis following LPS administration (Figure 6A). The decidual tissues of both *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice displayed upregulation of inflammation-associated genes upon LPS injection (Figure 6B and Supplemental Figure 10A). Nonetheless, the expression of specific transcripts, namely *Il6*, *Ifng*, *Myd88*, *Nfkb1*, *Nlrc5*, *Nlrp6*, *Casp1*, *Nos2*, *Oxtr*, and *Ptgs2*, was upregulated in *Nlrp3*^+/+^ mice, but not in *Nlrp3*^–/–^, in response to LPS (Figure 6C). Notably, the active form of CASP-1 was negligible in the decidual tissues of WT and KO mice and did not change upon LPS injection (Figure 6D). The total levels of IL-1β were increased upon LPS injection in both *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice (Figure 6E); however, the mature form of this cytokine was not increased (Figure 6F). Given that decidual inflammation involves neutrophil recruitment (58, 59), and active CASP-1 was not found in the decidua of WT mice, we also investigated the presence of neutrophil elastase (NE) (an enzyme that promotes the processing of mature IL-1β, ref. 34). We observed that the protein expression of NE was increased in both LPS-injected *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice compared with PBS-injected controls (Figure 6G). NE can undergo self-cleavage from a single-chain to a 2-chain form with distinct catalytic activity (60); therefore, we performed immunoblotting to separate these forms and found that the protein expression of 2-chain NE was increased by LPS in *Nlrp3*^+/+^ mice but decreased in *Nlrp3*^–/–^ mice (Figure 6H). Conversely, single-chain NE was increased by LPS in both *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice (Supplemental Figure 10B). Last, the activation of CASP-11 in the decidua occurred upon LPS administration in both *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice (Supplemental Figure 7D).

These results show that decidual inflammation triggered by microbial products does not include the activation of the NLRP3 inflammasome, yet this sensor molecule regulates the transcription of key mediators implicated in the local inflammatory milieu that accompanies preterm labor and birth.

### Nlrp3 deficiency protects against preterm birth by dysregulating the functions of neutrophils and macrophages infiltrating the decidua and uterus.

A critical maternal component of the inflammatory response, triggered by microbial products leading to preterm birth, is leukocyte infiltration of the reproductive tissues (61). Indeed, women with preterm labor and intra-amniotic inflammation display an influx of neutrophils and macrophages into the decidua (62) and myometrium (63), a phenomenon that is partially replicated in animal models (58, 64). Therefore, we next investigated whether the deficiency of *Nlrp3* alters neutrophil and macrophage infiltration and inflammatory mediator expression in response to LPS, as well as that of T and B cells, in the decidual and uterine tissues (Figure 7A). The immunophenotypes of such cells are displayed as a heatmap in Figure 7B. Neutrophil influx was markedly increased in the tissues of *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice in response to LPS; however, the response of both groups of mice was comparable (Figure 7, C and D). Decidual and uterine neutrophils in LPS-injected *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice displayed high levels of IL-6 and inducible NOS compared with controls (Supplemental Figure 11, A and B). By contrast, macrophage influx was unaltered upon LPS administration in both WT and KO mice (Figure 7, E and F), and their expression of inflammatory mediators was largely unaffected (Supplemental Figure 11, C and D). No differences in the infiltration of T and B cells were observed in the uterus or decidua of *Nlrp3*^+/+^ mice upon LPS administration (Supplemental Figure 12, A and D); however, these adaptive immune cells expressed high levels of TNF in the decidua (Supplemental Figure 12, B and C). Although T cell infiltration was greater in the decidua and uterus of *Nlrp3*^–/–^ mice injected with LPS compared with PBS controls (Supplemental Figure 12, A and D), their inflammatory mediator profiles did not differ (Supplemental Figure 12, B and E). No major phenotypic changes were observed for uterine B cells (Supplemental Figure 12F). These data indicate that the influx and phenotypes of innate and adaptive immune cells in the uterus and decidua are not drastically impaired by *Nlrp3* deficiency.

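Nlrp3 encodes the sensor protein of the NLRP3 inflammasome, and its transcript separated the genotypes in every neutrophil library. Decidual neutrophils of Nlrp3+/+ (WT) mice held 24918 and 10791 Nlrp3 counts after PBS and 8527 and 7861 after LPS, against 5, 3, 4 and 6 in the libraries of Nlrp3-/- (KO) mice. Uterine neutrophils held 8020, 7227, 6641 and 7993 Nlrp3 counts in WT mice and 3 to 7 in KO mice. Nlrp3 (ENSMUSG00000032691, chromosome 11 from 59541568 to 59566956) lies on the mouse genome build GRCm38, which gives all positions. Markers of neutrophils, such as S100a8, S100a9 and Retnlg, summed to 59600 to 143000 counts scaled to library size (CPM) in decidual neutrophils with PBS and 84410 to 126300 with LPS, and to 41970 to 63010 and 104200 to 128200 in uterine neutrophils. Markers of macrophages summed to 8668 to 17700 CPM in uterine neutrophils with PBS and 3478 to 4587 with LPS. RNA-Seq was run on neutrophils sorted from the decidua and the uterus, which the sample labels call the myometrium. Each tissue had 4 groups (WT and KO mice with PBS or LPS) of 2 libraries, and each library was pooled from 2 to 4 samples, so n = 2 pooled libraries per group. The injections, 100 ng of LPS in 25 µL or PBS alone, were given at 16.5 days post coitum. The paper gives 17.5 days post coitum for the collection and the labels give 16 hours after the injection. The decidual libraries held 46563968 to 50870762 (WT, PBS), 54468908 to 57711949 (WT, LPS), 42496575 to 44822295 (KO, PBS) and 56772259 to 57359904 (KO, LPS) counts in total. The uterine libraries held 38677930 to 53360240, 53165663 to 55449775, 46624654 to 49068852 and 55605382 to 57005585 in the same order of groups. A count was found for 11540 to 15269 genes per PBS library and for 15244 to 17570 genes per LPS library. The authors deposited counts per gene that Salmon estimated on GRCm38, as whole numbers and without normalization. From these, the 4 groups of a tissue were fitted together in edgeR with factors from the trimmed mean of M values (TMM). The quasi-likelihood test covered 15024 genes in decidual and 14867 in uterine neutrophils, after genes with few counts were left out. DEGs had an adjusted p (Benjamini-Hochberg) under 0.1 and a log2 fold change of at least 0.32 in size. Log2 fold changes are given with ± their standard error from this fit, and CPM with ± SD. Gene lists were tested with camera, which asks whether a list's genes move more than the other genes, at an adjusted p under 0.05 over the 38 lists of a comparison. Counting intervals and lower bounds cover counting error only. Between replicates, log2 CPM had a Pearson correlation across genes of 0.584, 0.592, 0.627 and 0.398 in the 4 PBS groups and of 0.873 to 0.946 in the LPS groups, and genes are not independent replicates.

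**Figure D1:**
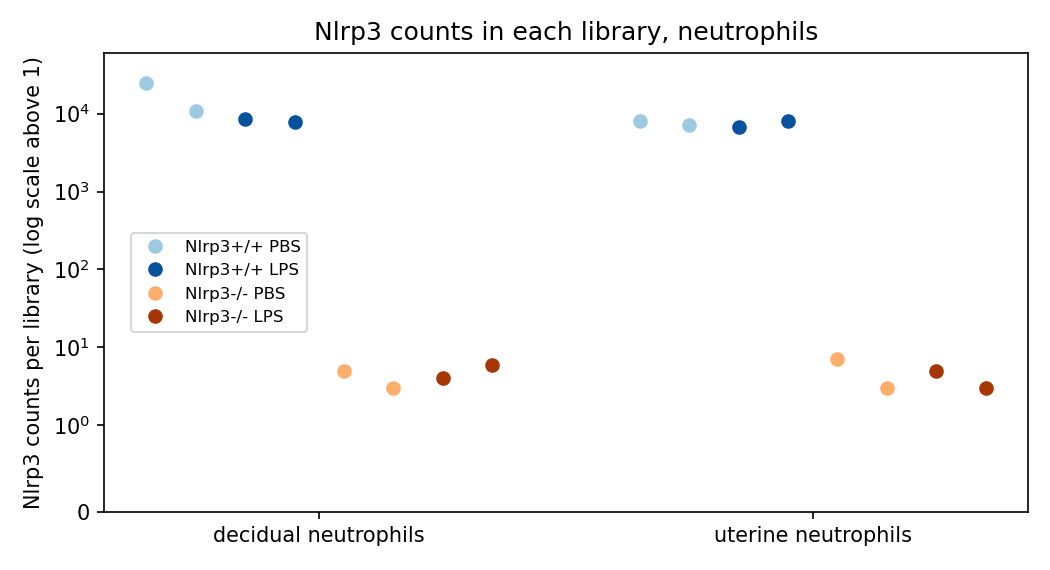
Nlrp3 counts in each neutrophil library (y axis, log scale above 1), by tissue (x axis), 1 point per pooled library, colored by genotype and injection. The WT libraries lie between 6641 and 24918 counts and the KO libraries between 3 and 7.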

Neutrophils from *Nlrp3*^–/–^ mice seemed to display mild alterations in their inflammatory mediator expression profiles; therefore, we next evaluated their transcriptome using RNA-Seq to fully appreciate the effect of *Nlrp3* deficiency on their functional status (Figure 8A). 

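In uterine neutrophils, Cd74 and H2-Aa of MHC class II antigen presentation fell with LPS in both genotypes. Cd74, the invariant chain of MHC class II, fell, with -2.66 ± 0.18 (log2, n = 2 libraries per group) in WT and -2.37 ± 0.18 in KO mice, and H2-Aa, a class II chain, fell, with -2.81 ± 0.20 and -2.77 ± 0.20 (adjusted p = 0.0459 and 0.0388 for Cd74, 0.0459 and 0.0329 for H2-Aa, edgeR). Of 11 tested genes of this list, 2 fell in WT and 4 in KO mice (7 and 5 when adjusted over the list alone, with 1 higher in KO). As a set they leaned lower, with camera's adjusted p = 7.43e-13 in WT and 0.000332 in KO mice, and adjusted p = 0.141 and 0.523 with an estimated correlation. Markers of macrophages moved with them: the complement genes C1qa and C1qb fell, with -1.32 ± 0.19 and -1.29 ± 0.22 in KO mice (adjusted p = 0.0965 for both) and had -1.26 ± 0.19 and -1.19 ± 0.22 in WT mice (adjusted p = 0.235 and 0.294). Markers of dendritic cells moved too, with sums of 61.2 to 191.9 CPM in the PBS and 15.3 to 44.3 CPM in the LPS libraries of uterine neutrophils. Of 24 neutrophil granule and antimicrobial genes, 6 rose in uterine neutrophils of KO mice and 0 in those of WT mice (10 and 12 higher when adjusted over the list alone, with 3 and 0 lower). Lcn2, which encodes the iron-sequestering lipocalin 2, rose by 3.04 ± 0.37, and S100a8, a calprotectin subunit, by 1.50 ± 0.23 in KO mice (adjusted p = 0.0965 for both). In WT mice the values were 3.19 ± 0.37 and 1.82 ± 0.23 (adjusted p = 0.229 and 0.230). Without KO PBS replicate 7, Lcn2 and S100a8 had 3.33 and 1.96 in WT and 2.87 and 1.57 in KO mice. The calls in KO mice alone therefore do not mark a larger rise of these genes there. This list passed camera in WT (adjusted p = 3.78e-10, 0.266 with an estimated correlation) and not in KO mice (adjusted p = 0.226). Chil1 (1.92 ± 0.18, adjusted p = 0.0699) and Irak3 (2.13 ± 0.34, adjusted p = 0.0965), a brake on IL-1 receptor and Toll-like receptor signaling, rose in KO mice, among 4 of 36 genes of the cellular response to IL-1 (11 higher and 1 lower when adjusted over the list alone, camera's adjusted p = 0.0137, adjusted p = 0.523 with an estimated correlation). Il12a, a chain of the cytokine IL-12, was 1400-fold higher (95% counting interval 252 to 55500) and Nos2, the inducible nitric oxide synthase, rose by 9.03 ± 1.65 in KO mice (adjusted p = 0.0965 and 0.0980). The immediate early genes Atf3 and Egr1 fell, with -1.62 ± 0.24 and -1.24 ± 0.20 (adjusted p = 0.0965 for both), and had -1.21 and -0.80 without KO PBS replicate 7. Among uterine DEGs of KO mice with an average log2 CPM of at least 4 and no overlap between the groups, Ccr7, a chemokine receptor, was 838-fold higher (95% counting interval 232 to 6920) and the adenosine receptor gene Adora2b 1430-fold higher (95% counting interval 395 to 11800), and Fn1 (fibronectin), Mmp12 and Lyz1 fell, with -3.37 ± 0.57, -6.03 ± 0.62 and -4.80 ± 0.79 (adjusted p = 0.0970, 0.0965, 0.0965, 0.0897 and 0.0965). Ccr7 and Adora2b held 2 counts each in the KO PBS libraries together, and Ccr7 held 3851 in the WT PBS libraries. In the KO PBS pair, 1893 genes were at 0 in one library and at 100 or more counts in the other, against 37 in the KO LPS pair. Of the KO PBS libraries behind these values, replicate 7 held markers of smooth muscle and fibroblasts at 2964 CPM, against 25.1 to 199.8 CPM in the other 15 neutrophil libraries, and without it Fn1, Mmp12 and Lyz1 had -2.91, -6.12 and -5.22.

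In decidual neutrophils, interferon-stimulated antiviral genes were the list farthest toward LPS in both genotypes by camera (adjusted p = 6.71e-11 in WT and 3.88e-19 in KO mice, adjusted p = 0.491 and 0.247 with an estimated correlation). Markers of monocytes rose in the same libraries, from sums of 1300 to 1629 CPM with PBS to 3248 to 4174 CPM with LPS (3 and 4 of 6 higher when adjusted over the list alone and 0 over all genes, camera's adjusted p = 0.00405 and 0.000588, adjusted p = 0.491 and 0.247 with an estimated correlation). None of the 33 antiviral genes passed the test over all genes, and 21 in WT and 21 in KO mice were higher when adjusted over the list alone. Irf7, a transcription factor of the interferon response, had 1.92 ± 0.21 in WT and 2.26 ± 0.21 in KO mice, and Ifit3, an antiviral effector, had 2.81 ± 0.34 and 3.62 ± 0.35 (adjusted p = 0.340, 0.164, 0.393 and 0.164). WT PBS replicate 2 and KO PBS replicate 7 stood apart from the other libraries. Without them Irf7 had 1.99 and 2.36 and Ifit3 3.28 and 3.79. Of 24 genes of glycolysis and the hypoxia response, 6 and 8 were higher when adjusted over the list alone and 0 over all genes (camera's adjusted p = 0.0166 and 0.00135, adjusted p = 0.566 and 0.247 with an estimated correlation). Aldoa, a glycolytic enzyme, had 1.12 ± 0.18 and 1.46 ± 0.18 (adjusted p = 0.485 and 0.219). The chemokine gene Ccl4 had 1.29 ± 0.25 and 1.33 ± 0.25 (adjusted p = 0.485 and 0.343), on a list with 6 and 5 members higher and 1 and 0 lower when adjusted over the list alone (camera's adjusted p = 0.000670 and 0.000588, adjusted p = 0.491 and 0.247 with an estimated correlation).

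Numbers of DEGs between LPS and PBS differed between tissues and tools. In decidual neutrophils edgeR called 0 genes in WT and 0 in KO mice, with 1221 and 1520 at an unadjusted p under 0.05. DESeq2 called 718 higher and 300 lower genes in WT and 1005 higher and 440 lower in KO mice from the 4 groups, and 494 and 138 (WT) and 763 and 431 (KO) from the 2 compared groups. EdgeR called 1653 higher and 551 lower without WT PBS replicate 1, and 290 and 25 in KO mice without KO PBS replicate 8. In uterine neutrophils edgeR called 0 higher and 2 lower in WT mice (Cd74 and H2-Aa) and 223 higher and 23 lower in KO mice. DESeq2 called 805 and 311 and 2449 and 1279 from the 4 groups, and 602 and 451 and 2086 and 494 from the 2 compared groups. With median-ratio (RLE) factors edgeR called 2 and 2 in WT and 4 and 4 in KO mice, and without a count filter 8 and 3 and 17 and 4. Fitted to the 2 compared groups alone, edgeR called 0 in WT and 0 in KO mice, and the adjusted p under 0.05 left 2 and 2 in KO mice. Leaving out any 1 of the 4 WT libraries left 0. In KO mice 1315 and 353 were called without PBS replicate 7, 5168 and 2288 without PBS replicate 8, and 0 without LPS replicate 9 or 10. In simulated libraries with every gene at the common dispersion of these, edgeR recovered 0 of 66 genes changed 8-fold in either tissue. In simulated libraries with a dispersion of 0.1 it recovered all of them. Genes differ in their spread, and Cd74 and H2-Aa passed here at smaller folds, so the first simulation sets no limit for single genes.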

Consistent with their central role in host defense, the transcriptomic activity of decidual and uterine neutrophils was upregulated in response to LPS in both *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice (Figure 8, B and C). 

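Both uterine DEGs of WT neutrophils, Cd74 and H2-Aa, were also DEGs of KO neutrophils with the same direction, and the other 244 uterine DEGs of KO mice were not DEGs in WT mice. The difference between the genotypes in the LPS response was tested directly by the interaction of genotype and injection. In uterine neutrophils it gave 2 DEGs, Ifi211 and Gm4832. Ifi211, an interferon-inducible gene, held 2020 and 4578 counts in WT PBS, 5021 and 3945 in WT LPS, 6 and 7 in KO PBS and 4306 and 5659 in KO LPS libraries. Its LPS response was 8.89 ± 0.69 higher in KO mice (log2, adjusted p = 0.0772, edgeR). The response of Gm4832, a predicted gene, was 9.87 ± 0.60 higher in KO mice (adjusted p = 0.0351), with 7550 and 7478 counts in WT PBS and 6 and 12 in KO PBS libraries. Its LPS libraries held 2799 and 4157 counts in WT and 3680 and 4656 in KO mice. Both genes were thus low in the KO PBS libraries alone, a pair in which 1893 genes were at 0 in one library and at 100 or more counts in the other. Whether transcripts missing there account for the 2 calls was not tested. In decidual neutrophils the interaction gave 0 DEGs, with 553 genes at an unadjusted p under 0.05. DESeq2 called 205 higher and 219 lower genes in decidual and 1042 higher and 375 lower in uterine neutrophils. Interferon-stimulated antiviral genes of decidual neutrophils leaned to the larger response in KO mice (0 of 33 when adjusted over the list alone, adjusted p = 0.0170 from camera, 0.974 with an estimated correlation). Neutrophil granule genes of uterine neutrophils leaned the other way (0 of 24 when adjusted over the list alone, adjusted p = 0.00374 from camera, 0.873 with an estimated correlation). Among the calls of DESeq2 on all 4 groups, 298 genes were higher with LPS in decidual neutrophils of both genotypes, where the 718 WT and 1005 KO genes would share 48.0 by chance, and 82 were lower in both (chance 8.8). Another 42 genes were called in opposite directions. In uterine neutrophils 512 were higher in both (chance 132.6), 117 lower in both (chance 26.7) and 147 opposite. The WT and KO comparisons share no libraries, but in this fit they share an estimate of the spread, which the chance values do not take into account. In separate DESeq2 fits of the 2 compared groups, decidual neutrophils had 101 higher and 21 lower in both (chance 26.4 and 3.8) and 6 opposite. Uterine neutrophils had 154 and 54 (chance 84.1 and 14.0) and 56 opposite. Across genes with an average log2 CPM of at least 4, the log2 fold changes of the genotypes had a Pearson r of 0.392 in decidual and 0.373 in uterine neutrophils, and genes are not independent replicates. The interaction called 277 higher and 1088 lower in decidual neutrophils without WT PBS replicate 1 and 220 and 7 without KO PBS replicate 8. In uterine neutrophils it called 602 and 169 without KO PBS replicate 7, 4009 and 1301 without KO PBS replicate 8 and 0 without any other library.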

Although several differentially expressed genes (DEGs) were shared between LPS-injected WT and KO mice, each genotype displayed unique DEGs (Figure 8, B and C, and Supplemental Tables 1–6). When comparing *Nlrp3*^–/–^ to *Nlrp3*^+/+^ mice injected with LPS, 50 and 55 transcripts were dysregulated in the decidual and uterine neutrophils, respectively (Figure 8, D and E, and Supplemental Tables 7 and 8). 

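With LPS, Nlrp3 was the only DEG between KO and WT mice in decidual neutrophils by edgeR, and uterine neutrophils had none. It fell by 10.57 ± 0.67 (log2, adjusted p = 0.0405, edgeR, n = 2 libraries per group) in decidual neutrophils of KO mice and had -10.86 ± 0.82 (adjusted p = 0.171) in uterine neutrophils. Hist3h2a, a histone gene (ENSMUSG00000078851, chromosome 11 from 58954685 to 58956830), had -2.28 ± 1.03 and -2.56 ± 1.72, and Anxa6, an annexin gene (ENSMUSG00000018340, chromosome 11 from 54979108 to 55033445), had 2.73 ± 0.33 and 2.13 ± 0.57. The hypoxia-inducible gene Hilpda had -1.48 ± 0.43 in decidual and -1.74 ± 0.74 in uterine neutrophils, and Cxcl3, a neutrophil chemoattractant, had -1.21 ± 0.29 and -1.03 ± 0.25. Havcr2, which encodes the receptor TIM-3, had 1.03 ± 1.80 and 0.85 ± 0.88, and the adaptor gene Grap had 3.64 ± 2.03 and 2.00 ± 2.16. Pttg1, a regulator of chromosome separation, had -1.49 ± 0.71 in uterine neutrophils. None of these 7 genes passed the test (adjusted p = 0.602 for Anxa6 in decidual neutrophils and 1.0 for the other values). They stand in the paper's Supplemental Tables 7 and 8, whose values had been seen. Of 46 genes of Table 7 found in the decidual comparison, 46 had the same direction as in the table, and of 54 genes of Table 8 in the uterine comparison, 53. Of the tested genes of these tables other than Nlrp3, 7 of 45 (15.6%) in Table 7 and 10 of 53 (18.9%) in Table 8 lie within 20 Mb of Nlrp3 on chromosome 11, as do 3.3% and 3.29% of the other tested genes (two-sided Fisher's exact test, p = 0.000665 and 8.53e-06). These tables were drawn from the same libraries and are not independent evidence. EdgeR called 1 gene lower (Nlrp3) and 0 higher in decidual neutrophils and 0 genes in uterine neutrophils, with 86 and 63 at an unadjusted p under 0.05. Both are below the share of 0.05 of tested genes that a test without differences gives, so this fit was conservative here. It shares its spread with the PBS libraries, whose replicates correlated less. DESeq2 called 13 higher and 29 lower in decidual and 13 higher and 9 lower in uterine neutrophils from the 4 groups, and 25 and 33 and 48 and 26 from the 2 compared groups. EdgeR on the 2 compared groups called 1 and 1 and 5 and 3, with 411 and 557 at an unadjusted p under 0.05. Leaving out any 1 of the 4 libraries left 0 DEGs in either tissue.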

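In decidual neutrophils with LPS, immunoglobulin transcripts leaned lower in KO than in WT mice, and none passed the test over all genes. Igha, the constant chain of immunoglobulin A, had a mean of 46.4 ± 33.6 CPM (SD, n = 2) in WT and 0.341 ± 0.118 CPM in KO mice, with 1201 and 3957 counts against 21 and 14. Its log2 fold change was -7.08 ± 1.90, that of Jchain, which joins immunoglobulin A into dimers, was -5.68 ± 1.63, and that of Igkc, the kappa light chain, was -2.13 ± 2.56 (adjusted p = 1.0 each, edgeR). Igha and Jchain are markers of plasma cells, and 2 of the 11 markers of B and plasma cells were lower when adjusted over the list alone and 0 over all genes (adjusted p = 0.0302 from camera, 0.958 with an estimated correlation). The median of this list was 0.10 and its mean -1.90, while camera's direction was down. Of 25 neutrophil granule and antimicrobial genes, 0 rose and 0 fell, also when adjusted over the list alone (adjusted p = 0.845 from camera, 0.986 with an estimated correlation), with a median of 0.08 and a mean of -0.01 between KO and WT mice. Lyz2, which encodes the bacterial-wall enzyme lysozyme, had 0.25 ± 0.26, and Camp, the gene of an antimicrobial peptide, had -0.51 ± 1.83 (adjusted p = 1.0 each, 2 members chosen after their values were seen, since the list's smallest adjusted p values are tied). Of 21 chemokine genes, 1 was higher and 1 lower in KO mice when adjusted over the list alone and 0 over all genes, with 0.91 ± 0.24 for Ccl4, and the list did not pass camera (adjusted p = 0.422, with a median of -0.01 and a mean of 0.25). Genes of the cellular response to IL-1 (adjusted p = 0.0218 from camera, 0.718 with an estimated correlation) and antiviral genes (adjusted p = 0.000979 from camera, 0.958 with an estimated correlation) leaned to higher values in KO mice. None of their 34 and 33 genes was called, also when adjusted over the list alone. Ccl3, a chemokine gene of the first list, had 0.58 ± 0.30, and Ifit3 of the second had 0.57 ± 0.32. Markers of trophoblast passed camera (adjusted p = 0.000979, 0.668 with an estimated correlation), with Tpbpa at 1.84 ± 1.18 CPM in WT and 12.5 ± 15.6 CPM in KO mice. Their sums were 11.97 and 8.078 CPM in the WT libraries and 59.47 (replicate 9) and 6.253 CPM (replicate 10) in the KO libraries. Only 1 KO library was thus higher, and the other lay below both WT libraries. Of other genes of the paper's Supplemental Table 7, whose values had been seen, Retnla, a secreted product of alternatively activated myeloid cells, had 1.22 ± 0.62 and Prap1 1.45 ± 0.33 (adjusted p = 1.0 each).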

In decidual neutrophils, the dysregulated transcripts were involved in the following biological processes: immune response, defense response to bacterium, and antimicrobial humoral response (Figure 8F). 

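Among genes that promote IL-1 production, Nlrp3 itself was the member of smallest adjusted p in uterine neutrophils of KO mice with LPS. Il1b, which encodes IL-1β, was expressed alike, with a mean of 16030 ± 987 CPM (SD, n = 2) in WT and 16270 ± 80.2 CPM in KO mice (log2 fold change 0.02 ± 0.12, adjusted p = 1.00, edgeR). Of 28 tested positive regulators of IL-1 production, 0 rose and 0 fell over all genes, and 1 (Nlrp3) was lower when adjusted over the list alone. Ccl20, a chemokine gene on this list, held 0 counts in both WT LPS libraries and 95 and 13 in the KO LPS libraries (at least 34.7-fold higher in KO mice, adjusted p = 1.00). Lpl, the lipoprotein lipase gene, had 0.75 ± 0.46 (adjusted p = 1.00). With Nlrp3 the list did not pass camera (adjusted p = 0.847, 0.908 with an estimated correlation), and without Nlrp3 its adjusted p was 0.138 over 27 genes. Genes of the inflammasome leaned lower as a set with Nlrp3 (adjusted p = 0.0197 from camera, 0.309 with an estimated correlation), and without it the adjusted p was 0.518. Casp1, the inflammasome's protease, had 37.7 ± 4.47 CPM in WT and 42.7 ± 3.76 CPM in KO mice. Genes of glycolysis and the hypoxia response leaned lower in KO mice (adjusted p = 0.00174 from camera, 0.571 with an estimated correlation) and those of T cell chemotaxis higher (adjusted p = 0.0197 from camera, 0.309 with an estimated correlation), with 0 and 0 called of 24 and 21 (0 and 0 when adjusted over the list alone). Angptl4 of the first list, a lipoprotein lipase inhibitor, had -1.80 ± 1.39, and Ccl21a of the second, a chemokine gene, had 2.04 ± 0.94 (adjusted p = 1.0 each). Markers of neutrophils leaned lower (adjusted p = 0.0174 from camera, 0.309 with an estimated correlation), as did those of erythroid cells (adjusted p = 7.72e-09 from camera, 0.309 with an estimated correlation), and markers of the uterine epithelium leaned higher (adjusted p = 4.12e-05 from camera, 0.309 with an estimated correlation), with Aqp5, a water channel, 68.0-fold higher (95% counting interval 18.5 to 567) (adjusted p = 1.00). Further genes of the paper's Supplemental Table 8, whose values had been seen, had -3.24 ± 1.04 (Akap5, a kinase anchor), -0.52 ± 0.23 (Thbs1, thrombospondin 1) and -0.89 ± 0.35 (Retnlg, a neutrophil gene), each with an adjusted p of 1.0.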

In uterine neutrophils, the dysregulated transcripts were primarily involved in positive regulation of IL-1 production (Figure 8G). These data show that *Nlrp3* deficiency differentially influences the transcriptome of decidual and uterine neutrophils, which may translate to their altered host defense responses to microbial products.

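Between KO and WT mice with LPS, the immunoglobulin gene Igha had -1.26 ± 2.19 (log2) in uterine neutrophils, where its counts were 3014 and 528 in WT and 1577 and 14 in KO libraries (and a log2 fold change of the opposite sign, 0.63, without WT LPS replicate 3). The change between genotypes was 5.79 ± 2.96 greater in uterine than in decidual neutrophils (adjusted p = 1.00). For Jchain this difference between tissues was 3.18 ± 2.23 (adjusted p = 1.00), for Ccl4 -0.63 ± 0.46 and for Hilpda -0.29 ± 0.85 (adjusted p = 1.00 and 1.00). Fitting both tissues together, edgeR called 0 of 16170 tested genes whose change between genotypes differed between the tissues, with 78 at an unadjusted p under 0.05, and DESeq2 called 20 higher and 10 lower. These 78 are below the share of 0.05 that a test without differences gives. The edgeR test was thus conservative, and its 0 calls do not show that the tissues are alike. Of the 38 lists, markers of erythroid cells, trophoblast and uterine epithelium passed camera for this difference (adjusted p = 0.0106, 0.0106 and 0.0336, and adjusted p = 0.932, 0.591 and 0.591 with an estimated correlation). The paper concludes that Nlrp3 deficiency influences decidual and uterine neutrophils differently, and proposes that this may alter their host defense.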

Macrophages play a central role in innate host response against pathogens by performing phagocytosis (65) and, more importantly, serving as a source of proinflammatory cytokines such as IL-1β (66); hence, these innate immune cells possess the machinery required for its processing and release (67). Therefore, we performed RNA-Seq of sorted macrophages from the decidual and uterine tissues (Figure 9A). 

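In sorted macrophages, as in neutrophils, Nlrp3 transcripts were found in WT mice and were near 0 in KO mice. Decidual macrophages of WT mice held 4439, 3979 and 2812 Nlrp3 counts with PBS and 3112, 2908 and 2192 with LPS, and those of KO mice held 1, 0 and 0 with PBS and 0 in all 3 LPS libraries. Uterine macrophages held 2497, 2512 and 3628 (PBS) and 4539, 4177 and 3112 (LPS) in WT mice and 0 to 4 in KO mice. Markers of macrophages, such as Csf1r and C1qa, summed to 27850 to 41860 CPM with PBS and 13660 to 30300 with LPS in the decidua, and to 31570 to 46750 and 8597 to 24310 in the uterus. Markers of neutrophils summed to 98.7 to 213 and 1477 to 2652 CPM in decidual macrophages and to 45.1 to 582 and 8075 to 16700 in uterine macrophages. Each of the 4 groups per tissue had 3 libraries, 1 per dam, under the same injections and collection as the neutrophils. Totals per decidual library were 52769663 to 56022729 (WT, PBS), 52241355 to 56345689 (WT, LPS), 51464338 to 56091953 (KO, PBS) and 53945609 to 55853266 counts (KO, LPS). In the same order, totals per uterine library were 53456455 to 56367164, 53588499 to 55649516, 47081615 to 51688549 and 50651012 to 53715884 counts. The deposited counts were treated as for the neutrophils, and the test covered 16064 genes in decidual and 16171 in uterine macrophages. The biological coefficient of variation was 0.406 and 0.382, against 1.03 and 1.01 in decidual and uterine neutrophils. In simulated libraries with every gene at the common dispersion of the decidual and uterine macrophages, edgeR recovered 16.4% and 9% of genes changed 2-fold. Of genes changed 4-fold it recovered 79.1% and 82.1%, and of those changed 8-fold all. These values are for LPS against PBS in WT mice.

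**Figure D2:**
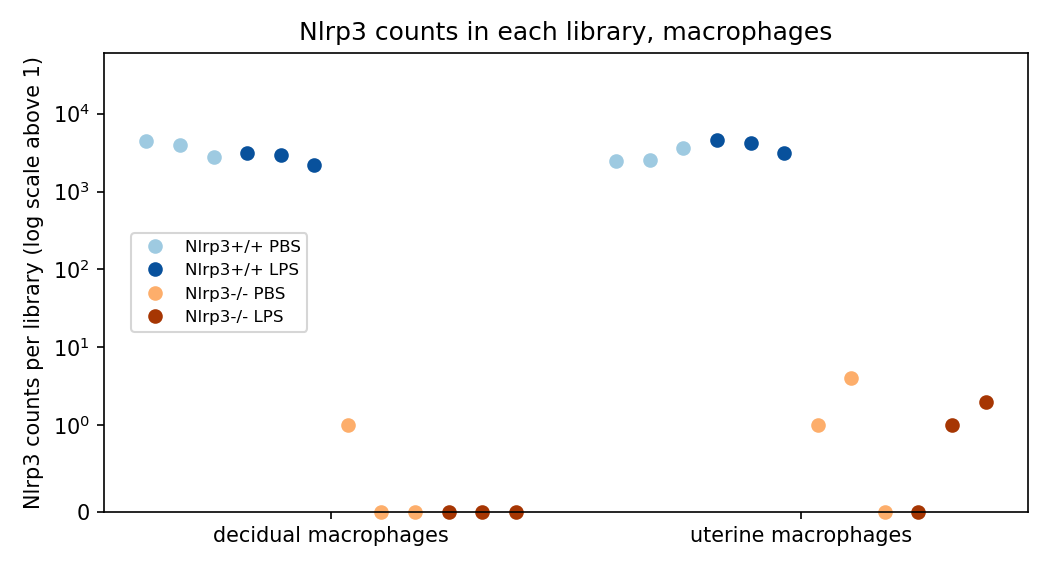
Nlrp3 counts in each macrophage library (y axis, log scale above 1), by tissue (x axis), 1 point per dam, colored by genotype and injection. The WT libraries lie between 2192 and 4539 counts and the KO libraries between 0 and 4.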

The transcriptomic activity of decidual and uterine macrophages was altered in response to LPS in *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice; yet, each genotype displayed unique DEGs (Figure 9, B and C, and Supplemental Tables 9–14). 

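In macrophages of both tissues and genotypes, LPS raised acute inflammatory mediators such as Lcn2, Ccl5 and Csf3 and lowered most genes of MHC class II antigen presentation and of cell division, and some of the resident macrophage state. Sets of 4 values follow the order decidual WT, decidual KO, uterine WT and uterine KO, and changes are log2 fold changes between LPS and PBS (n = 3 dams per group, edgeR). Lcn2, which encodes lipocalin 2, rose by 3.71 ± 0.35, 3.40 ± 0.34, 6.87 ± 0.55 and 6.86 ± 0.55, and Ccl5, a chemokine that attracts T cells and monocytes, by 5.13 ± 0.39, 5.26 ± 0.39, 5.40 ± 0.38 and 5.68 ± 0.39. Csf3, the gene of granulocyte colony-stimulating factor, rose by 3.85 ± 0.59, 4.43 ± 0.61, 7.19 ± 0.47 and 7.18 ± 0.48 (highest adjusted p of these 12 values 0.00967). Saa3, an acute-phase protein gene, rose by 8.84 ± 1.52 (adjusted p = 0.0146) in decidual WT, 9.95 ± 0.38 (adjusted p = 2.88e-07) in uterine WT and 9.29 ± 0.37 (adjusted p = 2.32e-07) in uterine KO macrophages. Of 19, 19, 20 and 20 tested inflammatory cytokines and mediators, 7, 7, 11 and 14 rose and 0, 3, 0 and 1 fell (9, 8, 15 and 14 higher and 1, 3, 0 and 2 lower when adjusted over the list alone). The list passed camera in all 4 (adjusted p = 1.14e-11, 0.000133, 5.03e-29 and 1.02e-24, and adjusted p = 0.00231, 0.0251, 0.00287 and 0.00604 with an estimated correlation). Chemokine genes rose in number 4, 7, 7 and 12 of 21, 21, 22 and 22 and fell in 1, 1, 1 and 1 (7, 7, 15 and 12 higher and 1, 1, 3 and 2 lower when adjusted over the list alone, camera's adjusted p = 0.000169, 0.000133, 4.37e-07 and 5.82e-06, and adjusted p = 0.102, 0.0889, 0.1001 and 0.135 with an estimated correlation).

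MHC class II genes fell in number 9, 10, 10 and 10 of 11 (9, 10, 10 and 10 when adjusted over the list alone), and none rose. The class II chain H2-Aa fell, with -1.72 ± 0.25, -1.82 ± 0.26, -2.03 ± 0.26 and -2.30 ± 0.26, with camera's adjusted p = 2.09e-20, 1.68e-20, 7.45e-19 and 2.17e-17 for the list and adjusted p = 0.0105, 0.0251, 0.0327 and 0.0279 with an estimated correlation. Of 35 genes of cell division, 20, 27, 24 and 31 fell and none rose (31, 33, 33 and 32 lower when adjusted over the list alone, camera's adjusted p = 1.07e-32, 1.96e-28, 3.90e-17 and 7.52e-21, adjusted p = 0.0105, 0.0280, 0.1001 and 0.0737 with an estimated correlation). Stmn1, a regulator of microtubules, fell, with -1.31 ± 0.19, -1.42 ± 0.19, -1.20 ± 0.21 and -1.73 ± 0.21. The C-type lectin genes of resident or alternatively activated macrophages Mgl2 and Clec10a fell too, Mgl2 with -2.70 ± 0.46, -3.06 ± 0.46, -3.58 ± 0.49 and -3.61 ± 0.49 and Clec10a with -2.11 ± 0.37, -2.22 ± 0.38, -2.58 ± 0.37 and -3.03 ± 0.38. Of 16 genes of alternative activation and resident macrophages, 2, 1, 0 and 2 rose and 4, 6, 6 and 9 fell (2, 3, 1 and 2 and 6, 7, 7 and 9 when adjusted over the list alone, camera's adjusted p = 0.00131, 0.00254, 0.000185 and 7.39e-05, and adjusted p = 0.290, 0.384, 0.199 and 0.157 with an estimated correlation). Macrophage markers fell in number 1, 5, 7 and 8 of 12 and rose in 1, 1, 1 and 1 (4, 6, 7 and 8 and 1, 1, 1 and 1 when adjusted over the list alone, camera's adjusted p = 0.0250, 0.0338, 0.000634 and 3.44e-06, and adjusted p = 0.415, 0.483, 0.251 and 0.157 with an estimated correlation), with Cd163, a scavenger receptor, at -1.45 ± 0.42, -2.37 ± 0.44, -1.84 ± 0.29 and -2.40 ± 0.29. Among DEGs with an average log2 CPM of at least 4 and no overlap between the groups, the largest falls included those of the lectin gene Cd209a, with -3.88 ± 0.58, -5.06 ± 0.61, -5.45 ± 0.86 and -6.75 ± 0.92, and of the sulfotransferase gene Sult1a1, with -2.71 ± 0.43, -4.10 ± 0.46, -3.29 ± 0.37 and -4.70 ± 0.41. Genes of glycolysis and the hypoxia response rose in number 4, 4, 17 and 19 of 24 and fell in 0 (6, 9, 19 and 20 and 0, 0, 0 and 1 when adjusted over the list alone, camera's adjusted p = 0.000182, 0.000117, 6.92e-17 and 6.38e-22, and adjusted p = 0.201, 0.171, 0.1001 and 0.0784 with an estimated correlation), with the glycolytic enzyme gene Pgk1 at 0.58 ± 0.14, 0.71 ± 0.14, 1.46 ± 0.18 and 1.86 ± 0.18.

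Markers of neutrophils rose with LPS as well, 7, 7, 11 and 11 of 11 (9, 8, 11 and 11 when adjusted over the list alone, camera's adjusted p = 6.79e-16, 3.50e-16, 8.93e-21 and 5.17e-17, and adjusted p = 0.0100, 0.0139, 0.00775 and 0.0172 with an estimated correlation), with S100a8 at 5.26 ± 0.64, 6.40 ± 0.67, 5.52 ± 0.56 and 7.43 ± 0.61. With them went the neutrophil granule and antimicrobial genes, a list that also holds Lcn2, of which 11, 12, 18 and 20 of 25 rose and 0, 4, 1 and 0 fell (14, 16, 21 and 21 and 0, 5, 1 and 1 when adjusted over the list alone, camera's adjusted p = 7.19e-15, 6.70e-10, 2.00e-25 and 9.94e-24, and adjusted p = 0.0100, 0.0300, 0.00287 and 0.0152 with an estimated correlation). Markers of monocytes rose in the libraries in which MHC class II and resident macrophage genes fell, with sums of 2836 to 3166, 2798 to 3547, 974.2 to 2358 and 783.4 to 998.6 CPM with PBS and of 6294 to 8120, 5777 to 7996, 2895 to 3665 and 3752 to 5874 CPM with LPS (3, 2, 3 and 4 of 6 higher and 0, 1, 1 and 1 lower, 3, 4, 3 and 4 and 0, 2, 1 and 1 when adjusted over the list alone, camera's adjusted p = 2.04e-07, 0.00254, 0.0498 and 0.000393, and adjusted p = 0.0107, 0.0889, 0.260 and 0.112 with an estimated correlation). Markers of B and plasma cells were lower with LPS, at 188 to 606 CPM with PBS and 72.6 to 145 CPM with LPS in the decidua and 221 to 506 and 55.8 to 75.3 CPM in the uterus (3, 2, 2 and 2 of 11, 11, 10 and 10 lower and 0 higher, 3, 5, 3 and 2 and 1, 0, 0 and 0 when adjusted over the list alone, camera's adjusted p = 0.108, 0.00381, 0.00212 and 0.0556, and adjusted p = 0.360, 0.159, 0.190 and 0.307 with an estimated correlation). Gm5416, Stfa2 and BC100530 of the stefin A cluster were among the largest rises within the same limits, with 9.00 ± 0.77, 7.63 ± 0.75 and 7.41 ± 1.01 in uterine WT macrophages, and Gm5416 was at least 2070-fold higher with LPS in decidual WT macrophages, where the PBS libraries held no count. The DEGs were 355 higher and 408 lower in decidual WT, 802 and 997 in decidual KO, 1296 and 1124 in uterine WT and 2000 and 1957 in uterine KO macrophages. DESeq2 called 693 and 742 in decidual WT and 1605 and 1442 in uterine WT macrophages from the 4 groups, and 675 and 784 in decidual WT macrophages from the 2 compared groups. An adjusted p under 0.05 left 197 and 235 in decidual WT and 501 and 649 in decidual KO macrophages, where edgeR on the 2 compared groups called 493 and 686. Without 1 library edgeR called 278 in all (WT PBS replicate 2), 199 and 272 (WT PBS replicate 3), 138 and 154 (WT LPS replicate 4) and 162 and 176 (WT LPS replicate 5) in decidual WT, 463 and 641 (KO PBS replicate 10) and 416 and 589 (KO LPS replicate 15) in decidual KO, and 821 and 593 (WT PBS replicate 1) and 899 and 604 (WT LPS replicate 4) in uterine WT macrophages.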

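Most genes that passed the test in WT macrophages also passed it in KO macrophages. In decidual macrophages, 287 genes rose and 335 fell with LPS in both genotypes, where 17.7 and 25.3 would be shared by chance. In uterine macrophages, 1004 rose and 801 fell in both (chance 160.3 and 136.0). Of the 68 higher and 73 lower DEGs of decidual WT macrophages that were not DEGs in KO macrophages, 61 and 69 had the same direction there. For the 292 and 323 of uterine WT macrophages these were 255 and 295. Across genes with an average log2 CPM of at least 4, the log2 fold changes of WT and KO macrophages had a Pearson r of 0.802 in the decidua and 0.907 in the uterus. The comparisons share no libraries, but they share an estimate of the spread, and genes are not independent replicates. In separate DESeq2 fits of the 2 compared groups, 450 genes rose and 524 fell in both genotypes in the decidua (chance 45.9 and 57.8). In the uterus these were 1130 and 861 (chance 234.9 and 169.7). The difference between genotypes in the LPS response, tested as the interaction, gave 0 DEGs in decidual and 0 in uterine macrophages by edgeR, with 505 and 1172 genes at an unadjusted p under 0.05. DESeq2 called 11 higher and 25 lower and 60 higher and 50 lower. In simulated libraries with a dispersion of 0.1, the interaction in edgeR recovered 10.4% (decidual) and 7.5% (uterine) of genes changed 2-fold. Of genes changed 4-fold it recovered 68.7% in each tissue. The macrophage libraries vary more than this simulation, and the interaction was not simulated at their spread. The 505 decidual genes are also below the share of 0.05 of tested genes that a test without differences gives. The 0 calls thus leave room for small differences, and for 4-fold differences of some genes. Tnfsf9, which encodes the ligand of the T cell receptor 4-1BB, leaned to a smaller response to LPS in decidual KO macrophages, with -0.98 ± 0.20 (log2, adjusted p = 1.000), among 2 of 19 inflammatory cytokines and mediators that were lower when adjusted over the list alone (adjusted p = 0.0369 from camera, 0.206 with an estimated correlation). Immediate early and stress genes leaned the same way in decidual macrophages (adjusted p = 2.62e-05 from camera, 0.206 with an estimated correlation), with the heat shock gene Hspa1a at -2.47 ± 0.75. In decidual macrophages, markers of trophoblast and of smooth muscle and fibroblasts moved the same way (camera's adjusted p = 0.000834 and 5.14e-06, adjusted p = 0.206 and 0.206 with an estimated correlation). Without 1 library the interaction gave 3 DEGs (WT PBS replicate 1) and 1 (KO PBS replicate 11) in decidual, and 2 (KO PBS replicate 12), 4 (KO LPS replicate 13) and 1 (KO LPS replicate 14) in uterine macrophages.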

The biological processes enriched in decidual and uterine macrophages of WT mice in response to LPS were distinct from those of KO mice (Figure 9, D and E). Specifically, in *Nlrp3*^+/+^ mice, classical host response processes carried out by macrophages were observed, such as positive regulation of phagocytosis, cellular response to IL-1, and cellular response to interferons, among others (Figure 9, D and E). By contrast, in *Nlrp3*^–/–^ mice, such host response processes were absent, and instead, processes related to negative regulation of TNF production, defense against viruses, and T cell chemotaxis were observed in decidual and uterine macrophages (Figure 9, F and G). 

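In WT macrophages, some genes of the cellular response to IL-1 and some interferon-stimulated genes rose with LPS, and genes of phagocytosis moved both ways. Of 35 and 36 genes of the cellular response to IL-1 in decidual and uterine WT macrophages, 6 and 16 rose and 0 and 1 fell (9 and 22 higher and 0 and 3 lower when adjusted over the list alone, camera's adjusted p = 4.12e-07 and 6.09e-13, and 0.0100 and 0.00768 with an estimated correlation). Il1rn, the antagonist of the IL-1 receptor, rose by 3.10 ± 0.27 (adjusted p = 9.62e-05) and Chil1, a chitinase-like protein gene, by 7.41 ± 0.70 (adjusted p = 0.000136) in the uterus, where markers of neutrophils rose too (median 4.06). Gbp2, a guanylate-binding protein, rose by 1.02 ± 0.19 (adjusted p = 0.0208) in the decidua. Of 33 antiviral genes, 21 and 9 rose and none fell (27 and 18 higher when adjusted over the list alone, camera's adjusted p = 5.50e-30 and 3.90e-10, and 0.0107 and 0.260 with an estimated correlation). Zbp1, a sensor of viral nucleic acid, rose by 1.20 ± 0.13 (adjusted p = 0.00144) in the decidua and 1.39 ± 0.30 (adjusted p = 0.0143) in the uterus, Oas3, an oligoadenylate synthetase, by 1.20 ± 0.15 (adjusted p = 0.00367) in the decidua and Bst2, which tethers virions, by 0.92 ± 0.18 (adjusted p = 0.00974) in the uterus. In the interferon-γ response, 4 and 4 of 22 genes rose and 1 and 2 fell (6 and 4 and 2 and 2 when adjusted over the list alone, camera's adjusted p = 0.000547 and 0.114, and 0.156 and 0.577 with an estimated correlation). Cd274, the gene of PD-L1, rose by 1.63 ± 0.23 (adjusted p = 0.00733) and 2.33 ± 0.39 (adjusted p = 0.00361), while Ciita, the master regulator of MHC class II genes, fell by 1.93 ± 0.26 (adjusted p = 0.00114) in the uterus. In the phagocytosis list of 35 genes, 5 and 10 rose and 3 and 12 fell in the decidua and uterus (10 and 12 and 12 and 12 when adjusted over the list alone), and it did not pass camera (adjusted p = 0.859 and 0.718). Its median and mean had opposite signs, -0.11 and 0.10 in the decidua (camera's direction down) and -0.17 and 0.24 in the uterus (camera's direction up). Marco, a scavenger receptor for bacteria, was 1530-fold higher (95% counting interval 424 to 12700) with LPS (adjusted p = 6.22e-05) and Itgam, a complement receptor chain, rose by 1.14 ± 0.12 (adjusted p = 0.000295) in the uterus. Fcgr4, an Fc receptor, rose by 1.17 ± 0.17 (adjusted p = 0.00802) and Clec7a, the β-glucan receptor, fell by 0.71 ± 0.15 (adjusted p = 0.0298) in the decidua.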

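In KO macrophages, some genes of the cellular response to IL-1 and most interferon-stimulated antiviral genes rose with LPS as well, and genes of phagocytosis moved both ways. Of 33 antiviral genes, 24 and 27 rose in decidual and uterine KO macrophages and none fell (30 and 32 higher when adjusted over the list alone, camera's adjusted p = 5.34e-31 and 4.10e-18, adjusted p = 0.0251 and 0.172 with an estimated correlation). Oas1g, an oligoadenylate synthetase, rose by 0.98 ± 0.10 (adjusted p = 0.000657) in the decidua and Isg20, an antiviral exonuclease, by 2.53 ± 0.29 (adjusted p = 0.000261) in the uterus. Genes of the cellular response to IL-1 rose in number 9 and 21 and fell in 0 and 0 (11 and 22 and 2 and 0 when adjusted over the list alone, camera's adjusted p = 3.66e-05 and 7.73e-14, adjusted p = 0.0280 and 0.00604 with an estimated correlation), with Irak3 at 2.68 ± 0.22 (adjusted p = 4.53e-05) in the uterus. The interferon-γ response had 3 and 11 genes higher and 1 and 2 lower (6 and 11 and 2 and 2 when adjusted over the list alone, camera's adjusted p = 0.0627 and 0.000937, adjusted p = 0.463 and 0.335 with an estimated correlation). Phagocytosis genes rose in number 6 and 12 and fell in 10 and 15 (6 and 12 and 14 and 17 when adjusted over the list alone, camera's adjusted p = 0.752 and 0.286). Axl, a receptor for apoptotic cells, fell by 2.58 ± 0.23 (adjusted p = 6.55e-05) and Marco rose by 4.62 ± 0.54 (adjusted p = 0.000281) in the uterus. Tnf itself fell, with -1.64 ± 0.24 in decidual and -0.56 ± 0.18 in uterine KO macrophages (adjusted p = 0.00319 and 0.0545) and had -0.59 ± 0.23 and 0.00 ± 0.18 in WT macrophages (adjusted p = 0.247 and 0.996). The difference between genotypes in this response was -1.05 ± 0.33 and -0.57 ± 0.26 (adjusted p = 1.000 and 0.690). Of 22 negative regulators of TNF production, 4 and 10 rose and 4 and 5 fell in decidual and uterine KO macrophages, and 2 and 8 rose and 2 and 4 fell in WT macrophages (7 and 10 higher and 5 and 7 lower in KO and 6 and 10 and 2 and 5 in WT when adjusted over the list alone). Camera's adjusted p for it was 0.317 and 0.169 in KO and 0.152 and 0.0408 in WT macrophages, and adjusted p = 0.281 and 0.199 in WT with an estimated correlation. Trex1, a DNA exonuclease, rose by 0.68 ± 0.13 (adjusted p = 0.0115) in the decidua of KO and 0.64 ± 0.13 (adjusted p = 0.0284) of WT mice, and Cx3cr1, the fractalkine receptor, fell, with -1.40 ± 0.15 and -0.89 ± 0.15 in the uterus (adjusted p = 0.000154 and 0.00335). Of 21 genes of T cell chemotaxis, 4 and 9 rose and 5 and 4 fell in KO and 4 and 6 rose and 2 and 2 fell in WT macrophages (4 and 9 higher and 6 and 4 lower in KO and 4 and 8 and 3 and 4 in WT when adjusted over the list alone). Its adjusted p from camera was 0.677 and 0.00544 in KO and 0.00289 and 0.00425 in WT macrophages, and adjusted p = 0.806 and 0.154 and 0.123 and 0.171 with an estimated correlation. In decidual KO macrophages its median was -0.21, its mean 0.27 and camera's direction up, and the negative regulators of TNF had a median of 0.09 and a mean of -0.04 with camera's direction up. Cxcl13, a chemokine gene of this list, rose by 4.35 ± 0.64 (adjusted p = 0.00334) in decidual KO and 6.08 ± 0.71 (adjusted p = 0.00229) in decidual WT macrophages, and Ccl3 by 1.48 ± 0.30 (adjusted p = 0.00622) and 2.02 ± 0.31 (adjusted p = 0.00223) in the uterus. As tests of the difference between genotypes, the interaction had camera's adjusted p = 0.867 and 0.658 for the negative regulators of TNF, 0.0136 and 7.07e-07 for antiviral genes (toward the larger response in KO mice), 0.00745 and 0.871 for T cell chemotaxis (decidual, toward the smaller response), 0.960 and 0.0497 for the cellular response to IL-1 and 0.801 and 0.0169 for phagocytosis. With an estimated correlation these were adjusted p = 0.897 and 0.781, 0.842 and 0.572, 0.214 and 0.952, 0.963 and 0.572 and 0.897 and 0.572. Median and mean had opposite signs for T cell chemotaxis in the uterus (0.18 and -0.08) and for the cellular response to IL-1 in the decidua (-0.03 and 0.02), and camera's direction was up for both.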

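With LPS, 7 transcripts differed between KO and WT mice in decidual and 6 in uterine macrophages by edgeR, and several lie near Nlrp3 on chromosome 11. Nlrp3 was at least 2760-fold lower in decidual KO macrophages, where no count was found, and 3800-fold lower (95% counting interval 1300 to 18400) in uterine KO macrophages. Hist3h2a, a histone gene, fell, with -1.36 ± 0.20 in decidual and -1.09 ± 0.14 in uterine macrophages of KO mice (log2, n = 3 dams per group, adjusted p = 0.0865 and 0.0275). Pttg1 (ENSMUSG00000020415, chromosome 11 from 43420250 to 43426251) fell, with -1.24 ± 0.19 and -1.25 ± 0.12 (adjusted p = 0.0865 and 0.00444). Zkscan17, a zinc finger gene (ENSMUSG00000020472, chromosome 11 from 59485520 to 59526751), fell by 1.60 ± 0.20 in decidual macrophages (adjusted p = 0.0337). In uterine macrophages Timd4, a receptor for phosphatidylserine on apoptotic cells (ENSMUSG00000055546, chromosome 11 from 46810800 to 46844332), rose by 2.79 ± 0.30 and Trem2, a lipid receptor of myeloid cells (ENSMUSG00000023992, chromosome 17 from 48346401 to 48354147), fell by 1.42 ± 0.19 (adjusted p = 0.00681 and 0.0380). In decidual macrophages Timd4 had 2.88 ± 0.57 and Trem2 -0.66 ± 0.35 (adjusted p = 0.305 and 0.660). The pseudogene Gm12663 (ENSMUSG00000101316, chromosome 11 from 16635109 to 16636066) was higher by 7.20 ± 0.88 (adjusted p = 0.0337) in decidual and 382-fold higher (95% counting interval 105 to 3160) in uterine KO macrophages. The predicted genes Gm11545 and Gm8797 completed the decidual DEGs, with Gm11545 at least 49.0-fold lower and Gm8797 higher by 1.36 ± 0.21 (adjusted p = 0.0914). Zkscan17, Gm11545 and Gm12663 have a lower expression than the naming rule asks for and are named after their values were seen. Of these DEGs other than Nlrp3, 3 of 6 in decidual (50.0%) and 3 of 5 in uterine macrophages (60.0%) lie within 20 Mb of Nlrp3, as do 3.25% and 3.26% of the other tested genes (two-sided Fisher's exact test, p = 0.000643 and 0.000334). By the same exact test, within 10 Mb they are 2 of 6 and 1 of 5 (p = 0.00331 and 0.0733), and within 40 Mb 4 of 6 and 3 of 5 (p = 0.000125 and 0.00156). EdgeR called 2 higher and 5 lower in decidual and 2 higher and 4 lower in uterine macrophages, with 1232 and 1306 genes at an unadjusted p under 0.05. DESeq2 called 50 and 80 and 81 and 115 from the 4 groups and 125 and 104 and 105 and 140 from the 2 compared groups. Without 1 library, edgeR called 12 (WT LPS replicate 4), 1 (WT LPS replicate 5), 1 (WT LPS replicate 6), 2 (KO LPS replicate 13) and 1 (KO LPS replicate 15) in decidual macrophages, and 4 (WT LPS replicate 5 or 6, or KO LPS replicate 14) and 14 (KO LPS replicate 13) in uterine macrophages. At an adjusted p under 0.05 the decidual count was 3.

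**Figure D3:**
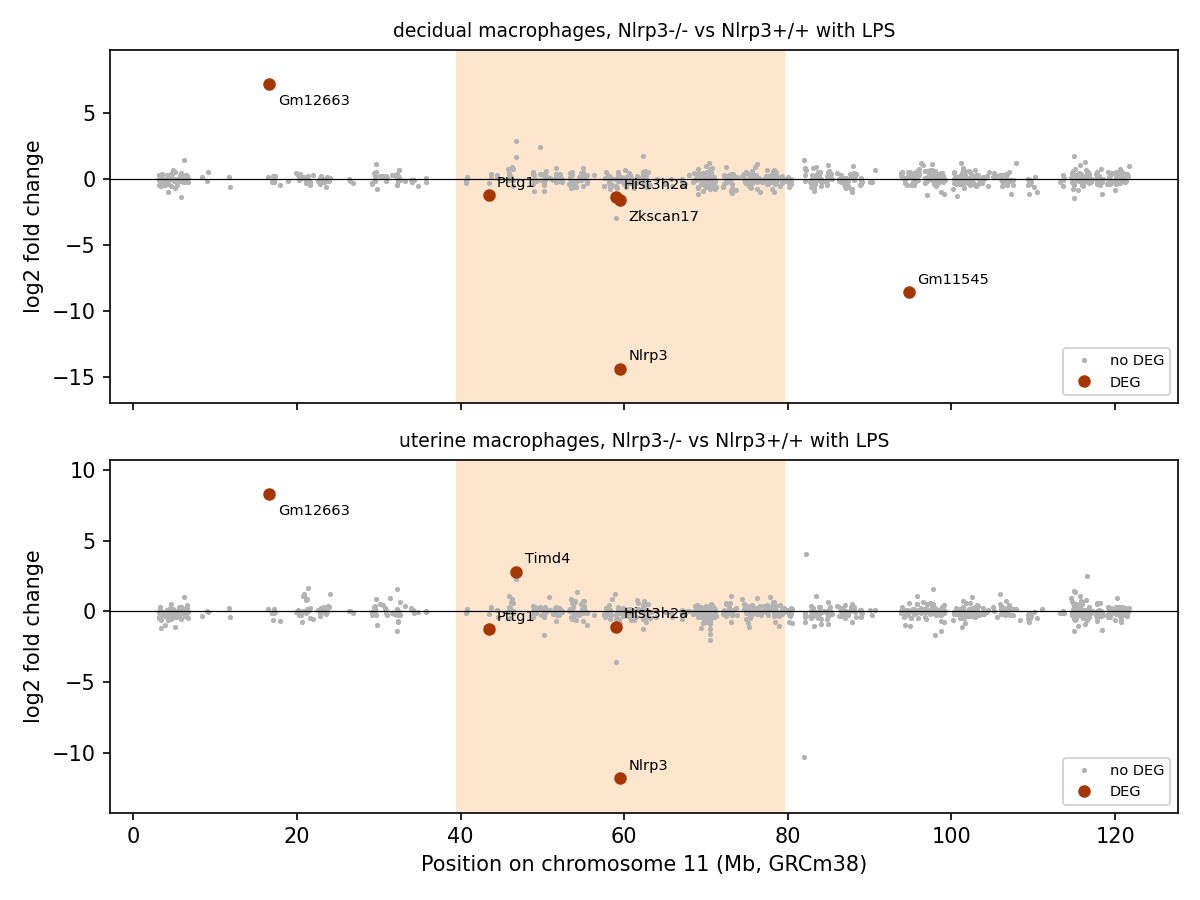
Log2 fold change between KO and WT mice with LPS (y axis) by position on chromosome 11 in Mb of GRCm38 (x axis), in decidual (top) and uterine macrophages (bottom), 1 point per gene with an average log2 CPM of at least 0, with DEGs named and the 20 Mb on either side of Nlrp3 shaded. The decidual Nlrp3 point is a fitted value of a gene whose KO libraries hold no count. Hist3h2a and Pttg1 lie in the shaded part with values of -1.36 and -1.24 in decidual and -1.09 and -1.25 in uterine macrophages.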

When comparing *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice injected with LPS, 155 and 173 transcripts were dysregulated in the decidual and uterine macrophages, respectively, of KO mice (Supplemental Figure 13, A and B, and Supplemental Tables 15 and 16). In decidual macrophages, the dysregulated transcripts were involved in the following biological processes: positive regulation of leukocyte differentiation, regulation of CD4^+^ T cell response, and leukocyte cell-cell adhesion, among others (Supplemental Figure 13C). 

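In decidual macrophages with LPS, genes of CD4 T cell costimulation and of leukocyte adhesion did not differ between KO and WT mice by the test, while genes of cell division leaned lower in KO mice. Of 23 genes of CD4 T cell costimulation and polarization, 0 rose and 0 fell over all genes, and 1 (Ebi3, a chain of the cytokines IL-27 and IL-35) was higher when adjusted over the list alone (adjusted p = 0.819 from camera, 0.865 with an estimated correlation). This list had a median of 0.05 and a mean of -0.03. Ebi3 had 0.68 ± 0.17 and Cd83, a marker of activated antigen-presenting cells, -0.71 ± 0.35 (log2, n = 3 dams per group, adjusted p = 0.480 and 0.642, edgeR). Of 22 leukocyte adhesion genes, none was called, also when adjusted over the list alone (adjusted p = 0.922 from camera, 0.959 with an estimated correlation), with -0.62 ± 0.24 for Thbs1, an adhesive matrix glycoprotein, and 0.64 ± 0.30 for Spn, the leukocyte sialophorin CD43 (adjusted p = 0.637 and 0.638). Of 35 cell division genes, 0 fell over all genes and 6 were lower when adjusted over the list alone (adjusted p = 3.69e-10 from camera, 0.362 with an estimated correlation). Ccna2, a cyclin, had -0.86 ± 0.20 and Prc1, a protein of the dividing spindle, -0.74 ± 0.17 (adjusted p = 0.460 and 0.480). Of 21 chemokine genes, 3 were higher in KO mice when adjusted over the list alone and 0 over all genes (adjusted p = 0.0307 from camera, 0.559 with an estimated correlation), with 1.47 ± 0.37 for Ccl24, an eosinophil attractant, and 0.84 ± 0.22 for Ccl12, a monocyte attractant (adjusted p = 0.480 and 0.522). Immediate early and stress genes leaned lower (adjusted p = 0.000241 from camera, 0.362 with an estimated correlation), with the transcription factor genes Fos and Fosb at -0.69 ± 0.25 and -1.10 ± 0.38 (adjusted p = 0.637 and 0.637). Inflammasome genes were lower as a set with Nlrp3 (adjusted p = 2.11e-06 from camera, 0.0155 with an estimated correlation), and had an adjusted p of 0.412 without it.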

In uterine macrophages, the dysregulated transcripts were involved in biological processes associated with cell migration and locomotion (Supplemental Figure 13D). These data demonstrate that *Nlrp3* deficiency alters the transcriptome of decidual and uterine macrophages, which may represent defects in classical macrophage functions, such as phagocytic activity and cellular regulation of IL-1 signaling.

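In uterine macrophages with LPS, genes of cell migration leaned to lower values in KO than in WT mice, together with markers of macrophages, while markers of monocytes summed higher. Of 29 tested migration genes, 0 rose and 0 fell, also when adjusted over the list alone, and as a set they leaned lower (adjusted p = 1.79e-05 from camera, 0.290 with an estimated correlation), with a median log2 fold change of -0.37. Cxcr4, the receptor of the chemokine CXCL12, had -0.53 ± 0.16, and Rhob, a small GTPase of the cytoskeleton, -0.45 ± 0.16 (log2, n = 3 dams per group, adjusted p = 0.515 and 0.565, edgeR). Sparc, a matrix-binding glycoprotein gene, had -0.95 ± 0.36 (adjusted p = 0.585). Of 12 macrophage markers, 0 fell over all genes and 8 were lower when adjusted over the list alone (adjusted p = 2.00e-09 from camera, 0.290 with an estimated correlation). Apoe, an apolipoprotein gene of tissue macrophages, had -1.36 ± 0.25 and C1qc, a complement chain, -0.67 ± 0.19 (adjusted p = 0.214 and 0.480). Of 22 leukocyte adhesion genes, 3 were higher when adjusted over the list alone and 0 over all genes (adjusted p = 0.335 from camera, 0.767 with an estimated correlation), with a median of -0.06 and a mean of 0.06. Markers of monocytes summed to 2895 to 3665 CPM in WT and 3752 to 5874 CPM in KO libraries (median log2 fold change 0.31, 0 of 6 called, also when adjusted over the list alone, adjusted p = 0.341 from camera, 0.690 with an estimated correlation). Markers of neutrophils had a median of -0.59 between KO and WT mice and did not pass camera (adjusted p = 0.196).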

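Phagocytosis genes leaned lower in uterine macrophages of KO mice with LPS and not in decidual ones. Of 35 genes, 1 rose (Timd4) and 1 fell (Trem2) in the uterus (1 higher and 8 lower when adjusted over the list alone, adjusted p = 1.79e-05 from camera, 0.290 with an estimated correlation). Axl, a receptor for apoptotic cells, had -1.14 ± 0.22 and the complement gene C1qa -0.68 ± 0.19 (log2, n = 3 dams per group, adjusted p = 0.214 and 0.464, edgeR), and C1qa is also a marker of macrophages. Genes of the clearance of apoptotic cells, which shares these 4 members, leaned the same way (1 higher and 7 lower of 18 when adjusted over the list alone, adjusted p = 4.81e-06 from camera, 0.290 with an estimated correlation). Markers of monocytes summed higher in KO (3752 to 5874 CPM) than in WT libraries (2895 to 3665 CPM) of these uterine macrophages. In the decidua 1 phagocytosis gene was higher when adjusted over the list alone and none was called over all genes (adjusted p = 0.757 from camera, 0.865 with an estimated correlation). In the cellular response to IL-1, none of 36 uterine genes was called, also when adjusted over the list alone (adjusted p = 0.196 from camera, 0.653 with an estimated correlation), with -1.19 ± 0.39 for Serpine1, an inhibitor of fibrinolysis, and -0.81 ± 0.29 for Il1r2, the IL-1 decoy receptor (adjusted p = 0.537 and 0.565). In decidual macrophages 3 of 35 were higher and 1 lower when adjusted over the list alone and 0 over all genes (adjusted p = 0.439 from camera, 0.716 with an estimated correlation), with Il1r2 at -0.65 ± 0.19 (adjusted p = 0.616). The difference between the tissues in the change between genotypes was tested on all macrophage libraries together, and edgeR called 0 of 17104 genes, with 1017 at an unadjusted p under 0.05 (26 higher and 44 lower by DESeq2). For this difference the phagocytosis list leaned lower in the uterus (adjusted p = 0.00335 from camera, 0.549 with an estimated correlation, 0 genes when adjusted over the list alone). The paper concludes that the lack of Nlrp3 alters the transcriptome of decidual and uterine macrophages, and proposes that this may represent defects in phagocytic activity and in the regulation of IL-1 signaling.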

Collectively, these data indicate that NLRP3 signaling profoundly affects neutrophil- and macrophage-mediated immune responses triggered by microbial products in the uterus and decidua without restraining their influx. 

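Transcripts of IL-1β and caspase-1 did not differ between WT and KO mice with LPS by the test in any of the 4 cell populations. Il1b had means of 16910 ± 932 CPM in WT and 16800 ± 2865 CPM in KO mice in decidual neutrophils (SD, n = 2), 1853 ± 230 and 1605 ± 213 in decidual macrophages and 1716 ± 228 and 1790 ± 75.9 in uterine macrophages (n = 3). Between KO and WT mice its log2 fold change was -0.01 ± 0.21, -0.21 ± 0.18 and 0.06 ± 0.19 (adjusted p = 1.00, 0.761 and 0.967, edgeR). Casp1, the protease that cleaves pro-IL-1β, had 0.20 ± 0.52, 0.18 ± 2.14, -0.09 ± 0.14 and 0.05 ± 0.13 in decidual neutrophils, uterine neutrophils, decidual macrophages and uterine macrophages (adjusted p = 1.00, 1.00, 0.880 and 0.952). With LPS, Il1b rose against PBS in uterine macrophages of WT (0.95 ± 0.20, adjusted p = 0.0115) and KO mice (1.24 ± 0.20, adjusted p = 0.00157) and in decidual macrophages of KO mice (0.67 ± 0.18, adjusted p = 0.0479), and had 0.51 ± 0.18 (adjusted p = 0.194) in those of WT mice, with a difference between genotypes of 0.29 ± 0.28 in the uterus and 0.16 ± 0.25 in the decidua (adjusted p = 0.834 and 1.000). Of other mediators the paper names, Tnf had 0.31 ± 0.34, 0.68 ± 0.38, -0.95 ± 0.23 and -0.29 ± 0.18 between KO and WT mice (adjusted p = 1.00, 1.00, 0.480 and 0.721) and Nos2 had -0.75 ± 2.00, -0.18 ± 1.15, -0.35 ± 0.88 and -1.07 ± 0.56 (adjusted p = 1.00, 1.00, 0.934 and 0.651). Il6, the gene of interleukin 6, had 33.1 ± 19.1 CPM in WT and 64.7 ± 44.7 CPM in KO mice in uterine macrophages (0.97 ± 0.54, adjusted p = 0.678) and 11.3 ± 0.614 and 12.3 ± 3.12 CPM in decidual macrophages (0.11 ± 0.45, adjusted p = 0.960). Positive regulators of IL-1 production leaned lower as a set in KO macrophages while Nlrp3 was among them (adjusted p = 0.000184 from camera, 0.0236 with an estimated correlation, in the decidua, and 0.000135 and 0.290 in the uterus), and without Nlrp3 the adjusted p was 0.502 and 0.398. These values are of transcripts and do not measure the processing or release of IL-1β.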

Although NLRP3 signaling regulates host defense mechanisms in infiltrating neutrophils and macrophages in the decidua, it primarily modulates the manufacturing of IL-1β by these innate immune cells in the uterus, revealing tissue-specific functions of NLRP3 in the process of preterm labor.

### Nlrp3 deficiency improves uterine artery blood flow and constrains systemic cytokine responses in the mother.

In addition to triggering local immune responses, intra-amniotic inflammation can also be reflected in maternal physiology (68). Indeed, pregnant women experiencing pregnancy complications associated with systemic inflammation display altered physiological parameters, such as an increased uterine artery pulsatility index (69). Therefore, we evaluated whether LPS-induced intra-amniotic inflammation alters maternal physiological parameters and whether *Nlrp3* deficiency could protect the mother against such alterations (Figure 10A). High-resolution Doppler ultrasound of the uterine artery (Figure 10B) revealed that, in *Nlrp3*^+/+^ mice, LPS caused an increase in its pulsatility index without altering maternal heart rate (Figure 10, C and D). Importantly, LPS injection did not cause alterations in the uterine artery pulsatility index in *Nlrp3*^–/–^ mice (Figure 10C). Moreover, *Nlrp3*^+/+^ mice injected with LPS displayed a mild systemic inflammatory response characterized by increased concentrations of specific chemokines and cytokines, including IL-1α and TNF (Figure 10, E and F, and Supplemental Figure 14), the latter being the prime mediator of the inflammatory response observed in septic shock (70). However, *Nlrp3*^–/–^ mice did not display a surge in IL-1α and TNF upon LPS administration (Figure 10F), Therefore, *Nlrp3* deficiency partially constrains systemic inflammation induced by microbial products while improving physiological parameters in the mother, providing further evidence of the maternal contribution to NLRP3 signaling implicated in the pathophysiology of preterm labor and birth.

### The fetal and maternal contribution of NLRP3 to the onset of preterm birth and subsequent neonatal mortality.

Thus far, our data have shown that *Nlrp3* deficiency protects against preterm birth and neonatal mortality by disrupting inflammasome-dependent and -independent cellular and soluble immune responses in the fetal and maternal compartments, some of which are involved in the common pathway of parturition. Yet, whether fetal or maternal NLRP3 signaling governs such processes leading to preterm birth and neonatal mortality remained unclear. Therefore, we designed mating systems where *Nlrp3*^+/+^ and *Nlrp3*^–/–^ dams carry fetuses homozygous or heterozygous for *Nlrp3* (Figure 11A). As expected, *Nlrp3*^+/+^ dams carrying fetuses expressing this sensor molecule delivered preterm in 71% (10/14) of cases; however, only a fraction (27%, 3/11) of *Nlrp3*^+/+^ dams carrying heterozygous (*Nlrp3*^+/–^) fetuses delivered preterm (Figure 11B). Interestingly, only a fraction of *Nlrp3*^–/–^ dams carrying heterozygous (36%, 4/11) or homozygous (*Nlrp3*^–/–^) (27%, 3/11) fetuses delivered preterm (Figure 11B). These results were consistent with the shortened gestational length in WT dams carrying WT fetuses and extended gestation in the other experimental groups (Figure 11C). The observed rates of preterm birth were mirrored by the rates of neonatal mortality, in which a large proportion (78%) of WT neonates born to WT dams died shortly after delivery, whereas heterozygous neonates born to *Nlrp3*^+/+^ (32%) or *Nlrp3*^–/–^ (44%) dams were viable (Figure 11D). The latter result was similar in *Nlrp3*^–/–^ neonates born to *Nlrp3*^–/–^ dams (40%) (Figure 11D). Indeed, no differences in mortality were observed among heterozygous (*Nlrp3*^+/–^) neonates born to *Nlrp3*^+/+^ or *Nlrp3*^–/–^ dams (Figure 11D). To further appreciate the fetal or maternal contribution to LPS-induced adverse perinatal outcomes, embryo transfer experiments in which *Nlrp3*^+/+^ and *Nlrp3*^–/–^ dams carried either WT or KO embryos were performed (Figure 11E). Similar to WT dams carrying WT fetuses, a large proportion of *Nlrp3*^–/–^ dams carrying *Nlrp3*^+/+^ fetuses delivered preterm (64%, 7/11) (Figure 11F). On the other hand, only 42% (5/12) of *Nlrp3*^+/+^ dams carrying *Nlrp3*^–/–^ fetuses delivered preterm (Figure 11F). The rates of preterm birth were reflected by the gestational length (Figure 11G). Strikingly, *Nlrp3*^+/+^ or *Nlrp3*^–/–^ neonates born to KO or WT dams, respectively, were susceptible to LPS-induced mortality, which was similar to that displayed by *Nlrp3*^+/+^ neonates born to *Nlrp3*^+/+^ dams (Figure 11H). By contrast, *Nlrp3*^–/–^ neonates born to *Nlrp3*^–/–^ dams were protected against LPS-induced mortality (Figure 11H). These data demonstrate that both the fetus and the mother contribute to the NLRP3-mediated inflammatory processes leading to preterm birth and neonatal mortality upon microbial invasion of the amniotic cavity.

## Discussion

The amniotic cavity containing the fetus and the placenta is sterile (71). However, in some cases, bacteria from the lower genital tract can gain access to the amniotic cavity (5, 6), initiating local inflammatory responses without causing severe systemic inflammation in the mother (13). Thus, most cases of intra-amniotic inflammation associated with bacteria are subclinical in nature (3, 25, 29). Yet, it is well accepted that the localized intra-amniotic inflammatory response is sufficient to initiate the premature activation of the common pathway of labor leading to preterm delivery (3, 72). The animal model of preterm birth utilized herein resembles such a clinical scenario, since pregnant mice that receive ultrasound-guided intra-amniotic injection of LPS exhibit a localized inflammatory response in the amniotic cavity without a cytokine storm in the maternal circulation (27, 73). Using this model, we discovered that the majority of mice deficient for *Nlrp3* are protected against preterm birth and the subsequent mortality of premature neonates caused by intra-amniotic inflammation. Such findings emphasize the key role of NLRP3 inflammasome activation in the pathophysiology of preterm labor and birth. Therefore, we undertook a series of mechanistic investigations to decipher the biological processes regulated by NLRP3 signaling in the fetal and maternal compartments.

A major finding of our study was that both WT and *Nlrp3-*deficient mice injected with LPS displayed an intra-amniotic inflammatory response. Yet, *Nlrp3-*deficient mice displayed impaired inflammasome activation (i.e., activation of CASP-1 and maturation of IL-1β) in the amniotic fluid upon LPS injection. Previous studies have shown that the systemic or intra-amniotic administration of IL-1β alone induces preterm labor and birth in mice and nonhuman primates (72, 74), whereas administration of IL-1RA, the natural antagonist of the IL-1R, prevents preterm birth in mice (74). In addition, amniotic fluid concentrations of CASP-1 were increased in women who underwent spontaneous preterm labor with intra-amniotic inflammation compared with those without intra-amniotic inflammation (75). These results indicate that NLRP3 inflammasome activation and the subsequent maturation of IL-1β is a key process in the intra-amniotic cytokine storm that leads to preterm birth and that an inflammatory response lacking the activation of this signaling pathway is insufficient to facilitate the premature pathway of labor.

The common pathway of parturition is a well-orchestrated process that includes fetal membrane activation, uterine contractility, and cervical dilation (3, 25, 76). In the current study, we report that the intra-amniotic administration of LPS to *Nlrp3*-deficient mice triggered an inflammatory milieu in the fetal membranes similar to that observed in WT mice; however, the processing of mature IL-1β was defective as a consequence of impaired CASP-1 activation. Given that NLRP3 inflammasome activation occurs downstream of TLR4 signaling, it is reasonable to suggest that, while the expression of inflammatory genes is unaltered, the resulting activation of the fetal membranes is suppressed in *Nlrp3*^–/–^ mice. These data highlight a role for the NLRP3 inflammasome in the activation of the murine fetal membranes, consistent with previous studies showing that the chorioamniotic membranes of women with intra-amniotic inflammation display NLRP3 inflammasome priming and assembly in preterm (21, 22) and term (77) gestations. In vitro studies have also shown that the incubation of the chorioamniotic membranes with LPS results in the activation of CASP-1 (47), which can be specifically abrogated by a CASP-1 inhibitor (77). These results indicate that the NLRP3 inflammasome is required for the complete activation of the fetal membranes as part of the premature pathway of labor induced by microbes invading the amniotic cavity.

Myometrial contractility is a key process in the common pathway of labor that can be synergistically augmented by inflammation in the neighboring activated fetal membranes (78, 79). In the study herein, we provide the first evidence to our knowledge that NLRP3 inflammasome activation is essential for myometrial contractility, given that *Nlrp3-*deficient mice displayed reduced expression of uterine activation proteins and inflammatory mediators. Our data are in line with prior in vitro studies showing that incubation of human myometrial explants with LPS results in CASP-1 activation (47). Furthermore, our results provide an explanation as to why treatment with an inhibitor of NLRP3 inflammasome assembly (i.e., MCC950) suppresses premature uterine contractions induced by intra-amniotic inflammation (24, 80) and leads to the arrest of labor at term (80). Hence, the activation of the NLRP3 inflammasome is required for the coordinated contractility of the myometrium, the pacemaker of parturition (81), during intra-amniotic inflammation.

Herein, we report that the process of cervical dilation, which includes an inflammatory response, is halted in *Nlrp3-*deficient mice; yet, such events were not dependent on NLRP3 inflammasome activation. Given that uterine contraction and cervical dilation are codependent processes (82), the impaired uterine contractility observed in *Nlrp3*-deficient mice could disrupt cervical dilation. Moreover, we report dysregulated expression of genes associated with cervical remodeling in *Nlrp3*-deficient mice. These findings suggest that NLRP3 inflammasome activation is not required for cervical dilation; however, the NLRP3 sensor molecule may directly or indirectly participate in the inflammatory and distension-associated events in the cervix preceding preterm birth.

The decidua is the site of interaction between the mother and the fetal tissues (83) and harbors a local inflammatory milieu that includes cytokines/chemokines and infiltrating maternal immune cells (57, 61, 62, 84, 85) during physiological and pathological labor. Herein, we report that the NLRP3 sensor molecule contributes to such an inflammatory milieu. Furthermore, *Nlrp3* deficiency profoundly affected the transcriptome of neutrophils and macrophages in the decidua without impairing their LPS-induced influx. Specifically, our RNA-Seq data provide evidence that the NLRP3 molecule influences the host defense functions of decidual neutrophils, which we believe represents the first demonstration of a role for this sensor molecule in decidual neutrophil biology. Our RNA-Seq data also provide insight into the mechanisms implicated in decidual macrophage biology by demonstrating that the NLRP3 molecule regulates their functions in response to LPS. This concept is supported by previous reports indicating a critical role for the NLRP3 inflammasome in macrophage cytokine signaling (16, 86). Furthermore, the diminished functionality of decidual macrophages from *Nlrp3*-deficient mice contributes to the growing body of evidence suggesting that this sensor molecule plays a central role in macrophage biology (87). 

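Uterine and decidual macrophages differed in many transcripts on average over both genotypes and injections. Whether a difference holds under each injection was not tested. All 7 erythroid markers and some inflammatory cytokine and cell division genes were higher in uterine macrophages, and most monocyte markers and some interferon-γ response, antiviral and MHC class I genes were higher in decidual ones. Against the decidua, inflammatory cytokines and mediators in uterine macrophages were 8 higher and 0 lower of 20 (14 and 1 when adjusted over the list alone, adjusted p = 2.60e-08 from camera, 0.117 with an estimated correlation). Tnfsf9 was higher by 1.09 ± 0.13 and Tnf by 1.05 ± 0.15 (log2, n = 12 libraries per tissue, adjusted p = 3.03e-05 and 0.000125, edgeR). The interferon-γ response had 1 higher and 11 lower of 22 (1 and 15 when adjusted over the list alone, adjusted p = 4.56e-08 from camera, 0.117 with an estimated correlation), antiviral genes had 0 higher and 12 lower of 33 (0 and 18 when adjusted over the list alone, adjusted p = 6.76e-14 from camera, 0.323 with an estimated correlation) and MHC class I genes had 0 higher and 10 lower of 23 (0 and 12 when adjusted over the list alone, adjusted p = 3.71e-14 from camera, 0.0333 with an estimated correlation). Monocyte markers had 0 higher and 5 lower of 6 (0 and 5 when adjusted over the list alone, adjusted p = 1.11e-06 from camera, 0.0396 with an estimated correlation) and cell division genes had 7 higher and 0 lower of 35 (8 and 0 when adjusted over the list alone, adjusted p = 6.71e-05 from camera, 0.423 with an estimated correlation). Transcripts of other cell types moved with the tissue. Markers of neutrophils summed to 1477 to 2652 CPM in decidual and 8075 to 16700 CPM in uterine macrophages with LPS. With PBS these sums were 98.7 to 213 and 45.1 to 582 CPM. Granzyme genes of decidual NK cells, Gzmg, Gzmd and Gzme, were lower in uterine macrophages, with -9.23 ± 1.03, -8.91 ± 0.98 and -8.39 ± 0.79, and no library of one tissue overlapped those of the other. NK cell markers had 0 higher and 7 lower of 13 (0 and 9 when adjusted over the list alone, adjusted p = 3.71e-14 from camera, 0.0333 with an estimated correlation), trophoblast markers 0 higher and 4 lower of 10 (0 and 5 when adjusted over the list alone, adjusted p = 2.28e-05 from camera, 0.0333 with an estimated correlation) and markers of erythroid cells 7 higher and 0 lower of 7 (7 and 0 when adjusted over the list alone, adjusted p = 8.75e-07 from camera, 0.117 with an estimated correlation). EdgeR called 862 genes higher and 754 lower in uterine macrophages of 17104 tested, and DESeq2 1017 and 901. In neutrophils edgeR called 3 genes higher and 2 lower in the uterus (n = 8 libraries per tissue), with 749 at an unadjusted p under 0.05 and 1 at an adjusted p under 0.05, and DESeq2 184 and 125. Ccl3 and Cxcl3, chemokine genes, were higher by 1.06 ± 0.16 (adjusted p = 0.0602) and 1.00 ± 0.16 (adjusted p = 0.0805) and Prap1, an epithelial secreted protein gene, by 2.15 ± 0.31 (adjusted p = 0.0576). Gzmg and Gzmd were lower there too, with -10.74 ± 1.35 (adjusted p = 0.0257) and -9.87 ± 1.52 (adjusted p = 0.0602). With the replicate number as a block, edgeR called 2 and 1 in neutrophils, without Gzmd and Cxcl3, and 772 and 709 in macrophages. Genes of Toll-like receptor and NF-κB signaling leaned higher in uterine neutrophils (3 of 25 when adjusted over the list alone, adjusted p = 2.16e-05 from camera, 0.0119 with an estimated correlation), as did markers of the uterine epithelium (5 of 9, adjusted p = 9.89e-08 from camera, 0.0111 with an estimated correlation).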

Notably, uterine neutrophils and macrophages displayed transcriptomic profiles distinct from those of their decidual counterparts, suggesting that the functionality of these innate immune cells is tailored to the specific uterine microenvironment and is regulated by the NLRP3 molecule.

Herein, we demonstrated that *Nlrp3* deficiency constrains the mild systemic inflammatory response induced by intra-amniotic LPS. Specifically, we report that the maternal systemic concentrations of IL-1β and TNF did not increase in *Nlrp3*-deficient mice injected with LPS. Both of these systemic cytokines have been implicated in the pathophysiology of preterm birth (18, 19, 36). The NLRP3 regulation of the maternal systemic inflammatory response has clinical relevance, given that women who ultimately deliver preterm display an elevated uterine artery pulsatility index (88), which was observed in WT mice injected with LPS and restored to physiological parameters in *Nlrp3*-deficient mice.

Notably, we also report that neonates born to *Nlrp3-*deficient mice injected with LPS delivered at term and thrived up to infancy, which was comparable to control mice. Yet, the intra-amniotic administration of LPS triggered acute inflammatory responses in both WT and KO mice, indicating divergent fetal consequences of such inflammation. In WT mice, the intra-amniotic response is sufficient to trigger preterm parturition and fetal compromise, which resembles the clinical sequelae (e.g., acute respiratory distress syndrome, ARDS; and bronchopulmonary dysplasia, BPD) observed in premature neonates born to women with microbial invasion of the amniotic cavity (89, 90). In KO mice, however, the acute intra-amniotic inflammatory response caused fetal bradycardia and the upregulation of several inflammatory mediators in the fetal lung without triggering preterm parturition. Therefore, these fetuses were maintained in utero, allowing for the resolution of hostile inflammation and proper fetal development. In addition, fetuses of *Nlrp3*-deficient mice showed suppressed activation of inflammatory pathways in the lung, which likely contributed to their survival. These data add to the current literature showing that the NLRP3 inflammasome participates in the mechanisms of tissue injury observed in neonatal morbidities, namely ARDS (91) and BPD (92). Hence, the NLRP3 inflammasome is implicated in pathological processes leading to fetal and neonatal disease.

Prior investigations indicated that the mechanisms responsible for preterm labor and birth fully rely on the mother (93, 94). Yet, there is solid evidence showing that the fetus plays a central role in the onset of labor (76, 95). In the current study, we clearly showed that both the fetus and the mother contribute to the mechanisms whereby NLRP3 signaling induces preterm labor and birth as well as adverse neonatal outcomes in the context of intra-amniotic inflammation.

It is worth mentioning that, besides the induction of inflammation through NLRP3 inflammasome activation, the NLRP3 molecule itself may play a role in the pathological processes associated with preterm birth and neonatal mortality caused by intra-amniotic inflammation. Indeed, we observed that cervical dilation and decidual inflammation were both tempered in *Nlrp3*-deficient mice independently of CASP-1 activation and maturation of IL-1β, and the baseline expression of cervical tissue genes was different between WT and KO mice. Consistently, the NLRP3 molecule has been previously reported as exhibiting inflammasome-independent functions that include tissue repair (96), Th2 cell differentiation (97), restriction of protective early neutrophil responses (98), and activity as a transcription factor (99); therefore, it is plausible that such NLRP3-mediated, inflammasome-independent processes could be participating in cervical dilation and decidual inflammation. Moreover, this may also explain why *Nlrp3-*deficient mice seemed to have low concentrations of total IL-1β in the cervical and decidual tissues upon LPS administration. Future mechanistic studies will further elucidate the inflammasome-independent functions of NLRP3 and investigate how this molecule can participate in labor-associated signaling pathways in the reproductive tissues.

The current study has some potential limitations. First, we did not evaluate the effects of *Nlrp3* deficiency on membrane rupture, which facilitates the process of parturition (25). Our model of ultrasound-guided intra-amniotic injection involves minimal injury to the fetal membranes, which may lead to leakage of amniotic fluid and could mimic membrane rupture. Indeed, the surgical creation of holes in the fetal membranes has been utilized as a model of membrane rupture in another study (100). However, in this study the control group also underwent intra-amniotic injection, and thus any secondary effects of the injection itself were controlled for. Moreover, neither *Nlrp3*^+/+^ nor *Nlrp3*^–/–^ dams intra-amniotically injected with PBS delivered preterm in this study, suggesting that the minimal fetal membrane injury resulting from ultrasound-guided intra-amniotic injection is insufficient to induce preterm birth. Second, in this study we utilized a syngeneic mating strategy, since NLRP3 inflammasome activation is primarily involved in the innate immune response (17). Indeed, we showed herein that the infiltration and function of adaptive immune cells at the materno-fetal interface was unaffected by NLRP3 deficiency. Yet, we cannot rule out potential differences in the NLRP3 signaling pathway between syngeneic and allogeneic pregnancies, and additional investigation will be required to address these points.

In conclusion, this study provides mechanistic evidence of a central role for the NLRP3 inflammasome in the fetal and maternal signaling required for the premature onset of labor leading to preterm birth. First, we report that NLRP3-mediated processing of mature IL-1β is necessary for the complete intra-amniotic inflammatory cascade that accompanies preterm labor and leads to fetal injury resulting in neonatal death. Next, we demonstrated that the NLRP3 pathway is essential for triggering the fetal and maternal mechanisms responsible for preterm parturition, including fetal membrane activation, uterine contractility, and cervical dilation as well as decidual inflammation. In addition, we found that, although NLRP3 is not implicated in intra-amniotic inflammation-induced leukocyte recruitment into the uterus and decidua, it profoundly regulates the RNA-Seq–inferred functional status of neutrophils and macrophages in this maternal compartment. Last, we revealed a dual contribution of NLRP3 signaling by the fetus and the mother to the premature activation of the labor cascade during intra-amniotic inflammation, highlighting the hitherto unappreciated fetal-maternal dialog in the syndrome of preterm birth. This study sheds light on the molecular underpinnings of intra-amniotic inflammation resulting in preterm labor and birth, the leading cause of neonatal morbidity and mortality worldwide.

## Methods

More information regarding the study design, laboratory procedures, and data analysis is in the Supplemental Methods.

### Data and materials availability.

Data generated in this study are included in the manuscript and/or in the supplemental materials. Generated RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus (accession number GSE183698).

### Study approval.

All procedures were approved by the Institutional Animal Care and Use Committee at Wayne State University under Protocol Nos. A-07-03-15, 18-03-0584, and 21-04-3506.

## Author contributions

KM performed experiments, analyzed data, and provided intellectual input. RR analyzed data and provided intellectual input. JG performed experiments and analyzed data. LT performed experiments and analyzed data. VGF performed experiments and analyzed data. YX performed experiments and analyzed data. BD analyzed data and provided intellectual input. MAH performed experiments and analyzed data. DM analyzed data and provided intellectual input. PGC analyzed data and provided intellectual input. MFJ analyzed data and provided intellectual input. SA analyzed data and provided intellectual input. LIG analyzed data and provided intellectual input. ALT analyzed data and provided intellectual input. NGL conceived and designed the study, analyzed data, and provided intellectual input. All authors revised and provided feedback for the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental tables 1-16

## Figures and Tables

**Figure 1:**
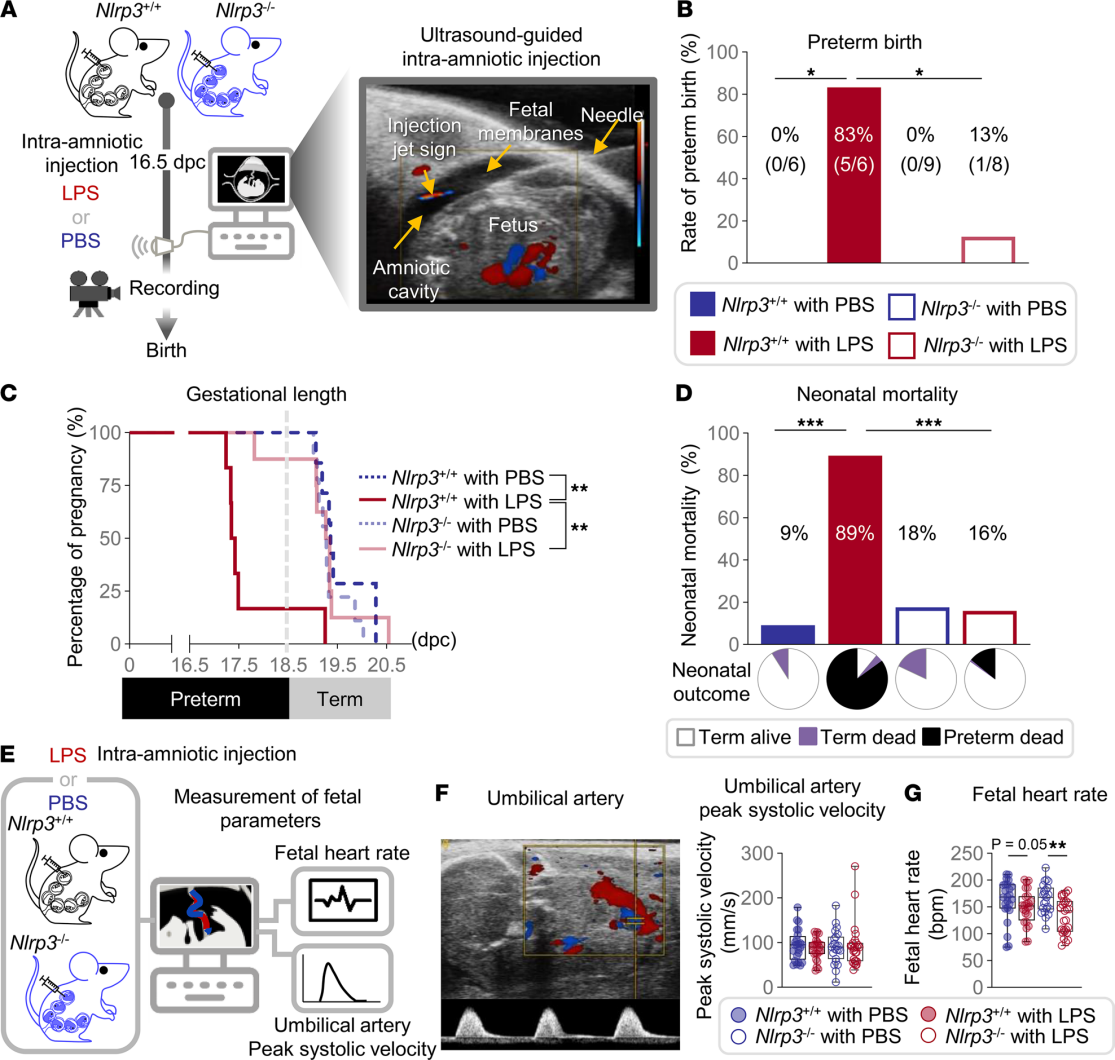
*Nlrp3* deficiency protects against intra-amniotic inflammation-induced preterm birth and neonatal mortality. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL; *Nlrp3*^+/+^ mice, *n* = 6, *Nlrp3*^–/–^ mice, *n* = 8) or PBS (*Nlrp3*^+/+^ mice, *n* = 6, *Nlrp3*^–/–^ mice, *n* = 9) on 16.5 days post coitum (dpc). (**B**) Preterm birth rates. The *P* values were determined by Fisher’s exact test. (**C**) Gestational lengths. The *P* values were determined by Gehan-Breslow-Wilcoxon test. (**D**) Mortality rates of neonates. The pie charts represent neonatal outcomes as proportions (white: delivered at term and alive, purple: delivered at term and dead, black: delivered preterm and dead). The *P* values were determined by Fisher’s exact test. (**E**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL; *Nlrp3*^+/+^ dams, *n* = 8, *Nlrp3*^–/–^ dams, *n* = 9) or PBS (*Nlrp3*^+/+^ dams, *n* = 8, *Nlrp3*^–/–^ dams, *n* = 8) in each amniotic sac under ultrasound guidance on 16.5 dpc. Doppler ultrasonography was performed on 17.5 dpc. (**F**) Representative Doppler ultrasound image of the umbilical artery and umbilical artery peak systolic velocity. (**G**) Fetal heart rate. Data are shown as box-and-whisker plots where midlines indicate medians, boxes indicate interquartile ranges, and whiskers indicate minimum and maximum values. The *P* values for the comparisons between PBS- and LPS-injected dams in each genotype were determined by Mann-Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
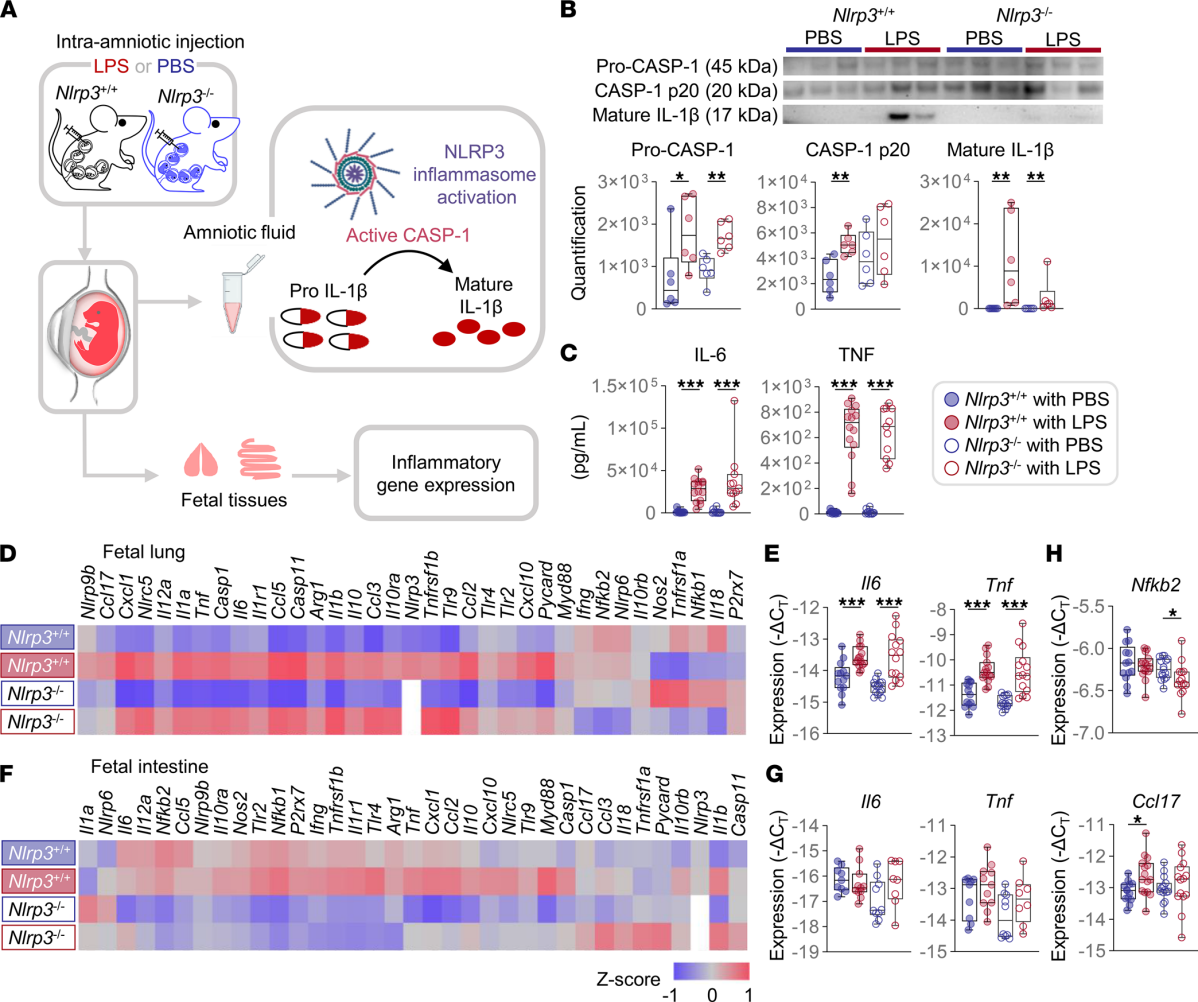
*Nlrp3* deficiency disrupts LPS-induced inflammatory responses in the amniotic cavity and fetal tissues. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL) or PBS on 16.5 days post coitum (dpc). The collection of amniotic fluid, fetal lung, and fetal intestine was performed on 17.5 dpc. A representative diagram of the NLRP3 inflammasome activation pathway is shown. (**B**) Immunoblotting of pro-CASP, CASP-1 p20, and mature IL-1β in amniotic fluid (*n* = 6 per group). The immunoblotting was performed in 2 separate gels (*n* = 3 per group in each gel). Representative blot images were shown. (**C**) Amniotic fluid concentrations of IL-6 and TNF (*n* = 11–14 per group). (**D**) Heatmap visualization of inflammatory gene expression in the fetal lung (*n* = 13–15 per group). (**E**) Gene expression of *Il6* and *Tnf* in the fetal lung. (**F**) Heatmap visualization of inflammatory gene expression in the fetal intestine (*n* = 8–11 per group). (**G**) Gene expression of *Il6* and *Tnf* in the fetal intestine. (**H**) Gene expression of *Nfkb2* and *Ccl17* in the fetal lung. Data are shown as box-and-whisker plots where midlines indicate medians, boxes indicate interquartile ranges, and whiskers indicate minimum and maximum values. The *P* values of the comparisons between PBS- and LPS-injected dams of each genotype were determined by Mann-Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
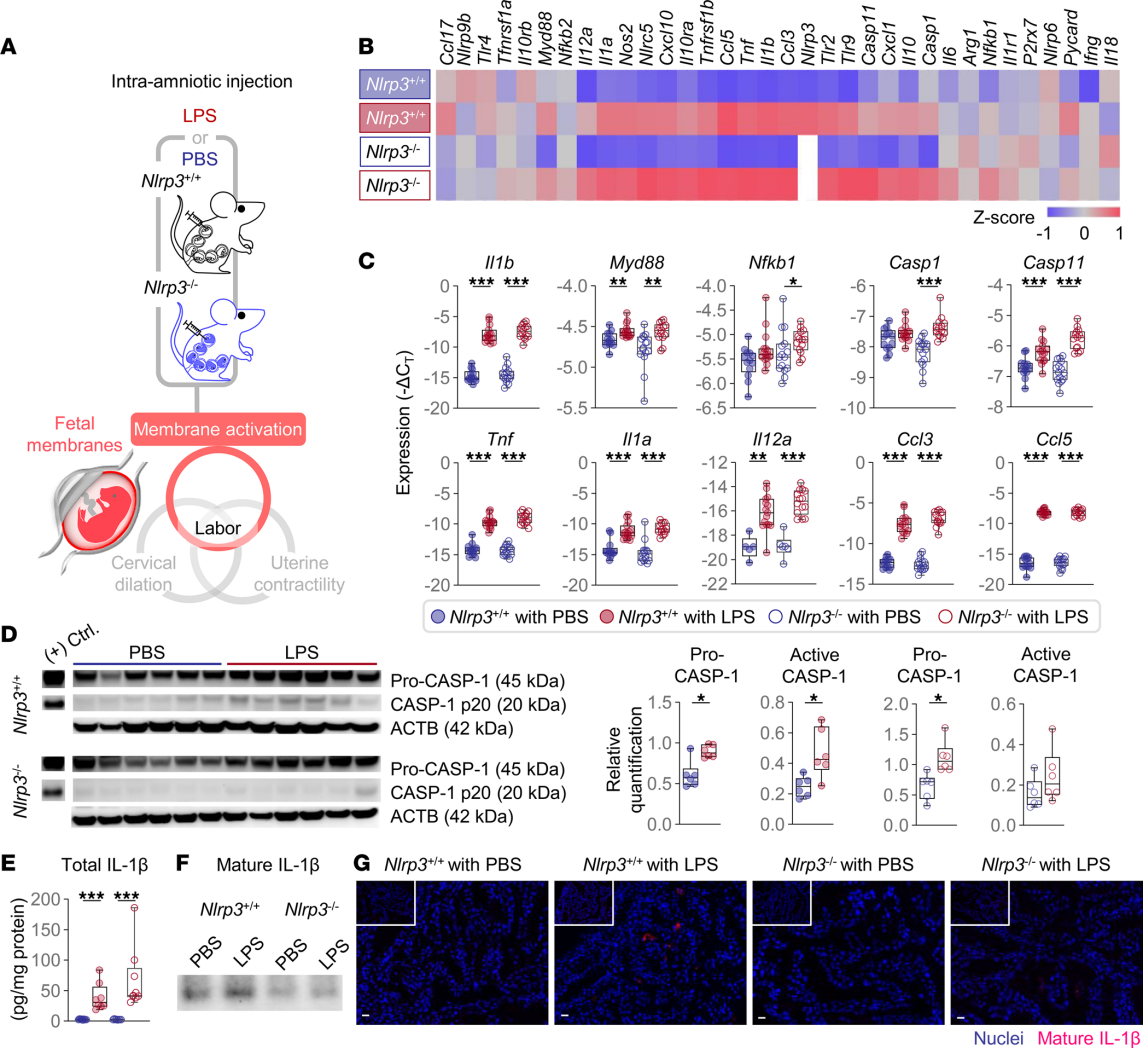
*Nlrp3* deficiency impairs LPS-induced fetal membrane activation. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL) or PBS on 16.5 days post coitum (dpc). The fetal membranes were collected on 17.5 dpc. The spatial localization of the murine fetal membranes and a schematic diagram of the common pathway of labor are shown. (**B**) Heatmap visualization of inflammatory gene expression in the fetal membranes (*n* = 13–15 per group). (**C**) Expression of inflammation-associated genes in the fetal membranes (*n* = 13–15 per group). (**D**) Immunoblotting of pro-CASP and CASP-1 p20 in the fetal membranes (*n* = 6 per group). The expression was normalized by ACTB and shown as relative quantification. (**E**) Concentrations of total IL-1β in the fetal membranes (*n* = 8–9 per group). Values were adjusted by the total protein concentration in each sample. Data are shown as box-and-whisker plots where midlines indicate medians, boxes indicate interquartile ranges, and whiskers indicate minimum and maximum values. (**F**) Immunoblotting of mature IL-1β in fetal membrane lysates immunoprecipitated with anti–IL-1β antibody. Eight samples were pooled for each group. (**G**) Representative immunofluorescence images showing the expression of mature IL-1β in the fetal membranes (*n* = 3–4 per group). All images were taken at 200× original magnification. Scale bars represent 20 μm. Inset images show isotype control staining from the same case. The *P* values of the comparisons between PBS- and LPS-injected dams of each genotype were determined by Mann-Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001; (+) Ctrl., positive control.

**Figure 4:**
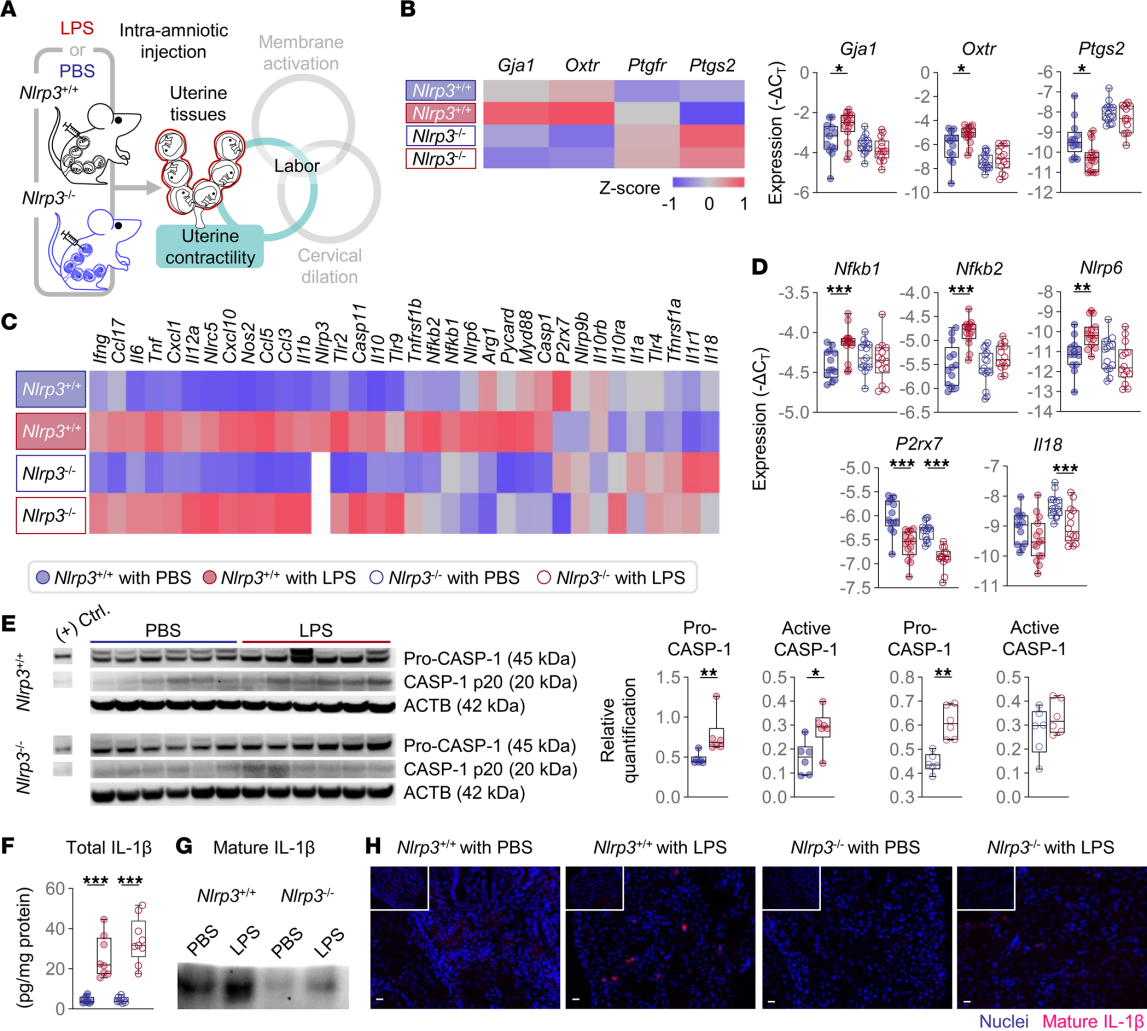
*Nlrp3* deficiency prevents LPS-induced uterine contractility and inflammation. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL) or PBS on 16.5 days post coitum (dpc). The uterine tissues were collected on 17.5 dpc. The spatial localization of the murine uterus and a schematic diagram of the common pathway of labor are shown. (**B**) The expression of contractility genes in the uterus (*n* = 13–15 per group). (**C**) Heatmap visualization of the inflammatory gene expression in the uterus (*n* = 13–15 per group). (**D**) Expression of the inflammation-associated genes in the uterus (*n* = 13–15 per group). (**E**) Immunoblotting of pro-CASP and CASP-1 p20 in the uterus (*n* = 6 per group). The expression was normalized by ACTB and shown as relative quantification. (**F**) Concentrations of total IL-1β in the uterus (*n* = 8–9 per group). Values were adjusted by the total protein concentration in each sample. Data are shown as box-and-whisker plots where midlines indicate medians, boxes indicate interquartile ranges, and whiskers indicate minimum and maximum values. (**G**) Immunoblotting of mature IL-1β in uterine tissue lysates immunoprecipitated with anti-IL-1β antibody. Three samples were pooled in each group. (**H**) Representative immunofluorescence images showing the expression of mature IL-1β in the uterus (*n* = 6–10 per group). All images were taken at 200× original magnification. Scale bars represent 20 μm. Inset images show isotype control staining from the same case. The *P* values of the comparisons between PBS- and LPS-injected dams of each genotype were determined by Mann-Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001; (+) Ctrl., positive control.

**Figure 5:**
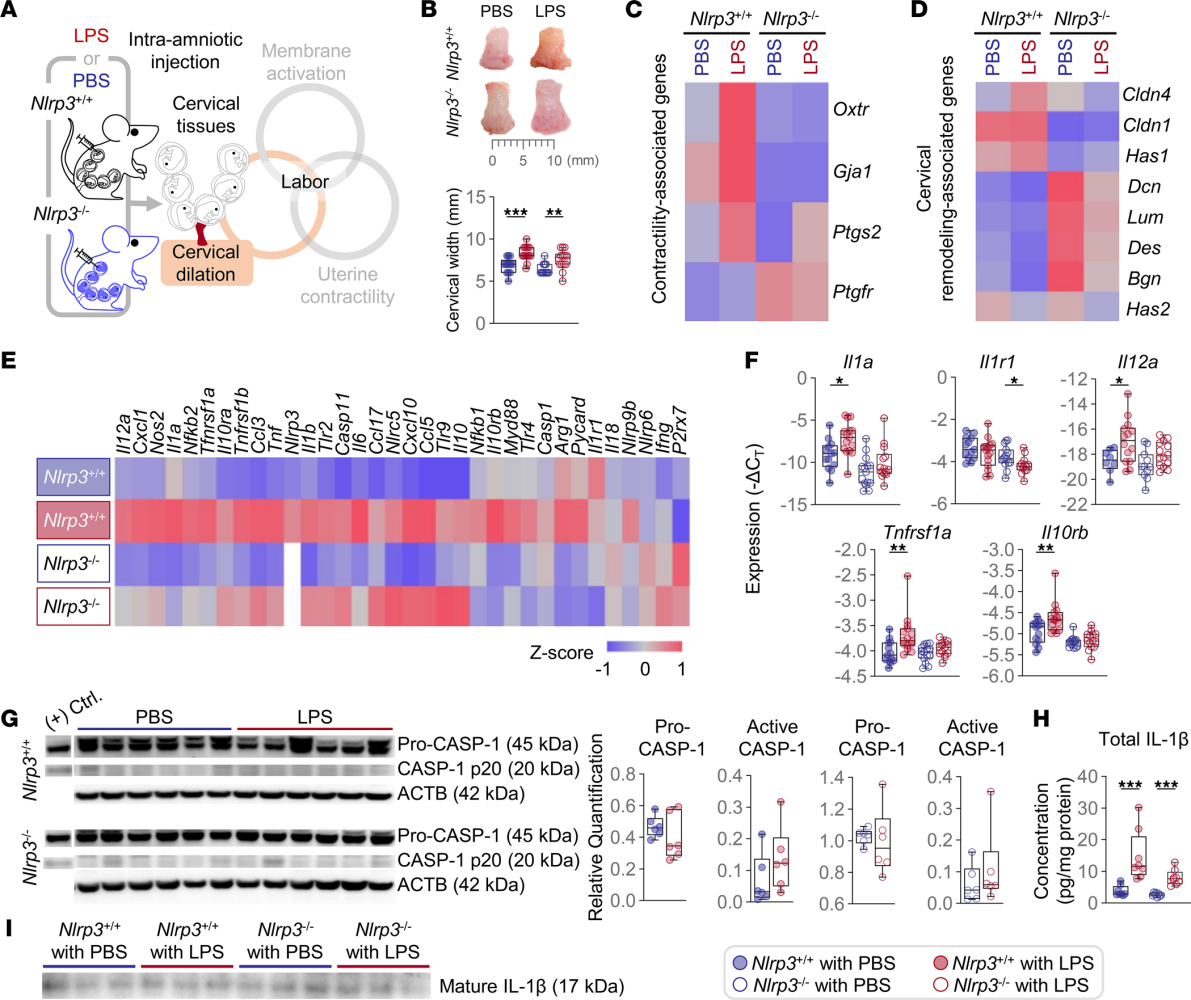
*Nlrp3* deficiency alters LPS-induced cervical dilation independently of inflammasome activation. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL) or PBS on 16.5 days post coitum (dpc). The cervical tissues were collected on 17.5 dpc. The spatial localization of the murine cervix and a schematic diagram of the common pathway of labor are shown. (**B**) Representative images of the cervical dilation and width of the cervix (*n* = 13–15 per group). (**C**–**E**) Heatmap visualization of the (**C**) contractility-associated, (**D**) cervical remodeling–associated, and (**E**) inflammation-associated genes in the cervix (*n* = 10–15 per group). (**F**) Expression of inflammation-associated genes in the cervix (*n* = 13–15 per group). (**G**) Immunoblotting of pro-CASP and CASP-1 p20 in the cervix (*n* = 6 per group). The expression was normalized by ACTB and shown as relative quantification. (**H**) Concentrations of total IL-1β in the cervix (*n* = 8–9 per group). Values were adjusted by the total protein concentration in each sample. Data are shown as box-and-whisker plots where midlines indicate medians, boxes indicate interquartile ranges, and whiskers indicate minimum and maximum values. The *P* values of the comparisons between PBS- and LPS-injected dams of each genotype were determined by Mann-Whitney *U* test. (**I**) Immunoblotting of mature IL-1β in cervical tissue lysates immunoprecipitated with anti–IL-1β antibody (*n* = 3 per group). *P < 0.05; **P < 0.01; ***P < 0.001; (+) Ctrl., positive control.

**Figure 6:**
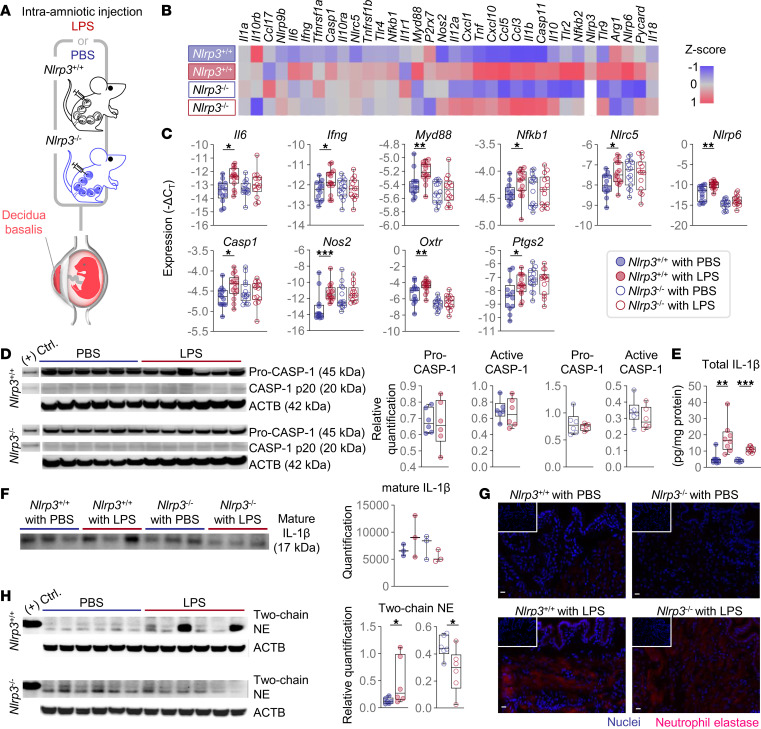
*Nlrp3* deficiency protects against preterm birth by limiting decidual inflammation. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL) or PBS on 16.5 days post coitum (dpc). We collected the decidua basalis on 17.5 dpc. The spatial localization of the murine decidua is shown. (**B**) Heatmap visualization of inflammatory gene expression in the decidua (*n* = 13–15 per group). (**C**) Expression of the inflammation-associated genes (*n* = 13–15 per group). (**D**) Immunoblotting of pro-CASP and CASP-1 p20 in the decidua (*n* = 6 per group). The expression was normalized by ACTB and shown as relative quantification. (**E**) Concentrations of total IL-1β in the decidua. Values were adjusted by the total protein concentration in each sample (*n* = 8–9 per group). (**F**) Immunoblotting of mature IL-1β in decidual tissue lysates immunoprecipitated with anti–IL-1β antibody (*n* = 3 per group). (**G**) Representative immunofluorescence images showing the expression of neutrophil elastase (NE) in the decidua (*n* = 5–7 per group). All images were taken at 200× original magnification. Scale bars represent 20 μm. Inset images show isotype control staining from the same case. (**H**) Immunoblotting of 2-chain NE in decidual tissue lysates (*n* = 6 per group). Data are shown as box-and-whisker plots where midlines indicate medians, boxes indicate interquartile ranges, and whiskers indicate minimum and maximum values. The *P* values of the comparisons between PBS- and LPS-injected dams of each genotype were determined by Mann-Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001; (+) Ctrl., positive control.

**Figure 7:**
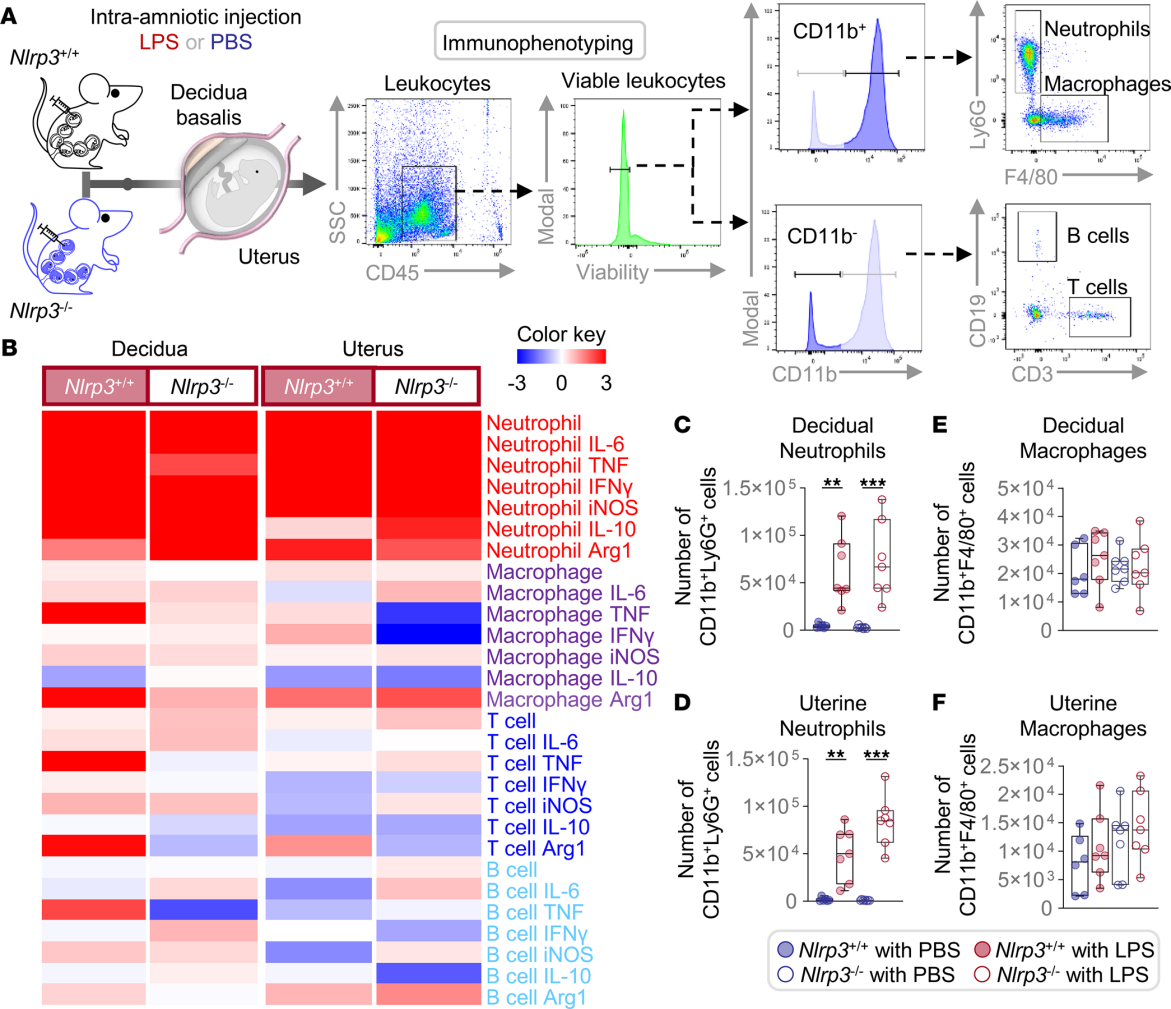
Immunophenotypes of infiltrating immune cells in the decidua and uterus. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL) or PBS on 16.5 days post coitum (dpc) (*n* = 6–7 per group). The decidual and uterine tissues were collected on 17.5 dpc. A representative gating strategy used for immunophenotyping of decidual and uterine leukocytes is shown. (**B**) Heatmap visualization of changes in the log_2_-transformed numbers of immune cell subsets in the decidua and uterus. Red and blue indicate increased and reduced abundance, respectively, relative to the PBS controls of each genotype. (**C**–**F**) Numbers of macrophages and neutrophils in the (**C** and **E**) decidua and (**D** and **F**) uterus. Data are shown as box-and-whisker plots where midlines indicate medians, boxes indicate interquartile ranges, and whiskers indicate minimum and maximum values. The *P* values of the comparisons between PBS- and LPS-injected dams of each genotype were determined by Mann-Whitney *U* test. **P < 0.01; ***P < 0.001.

**Figure 8:**
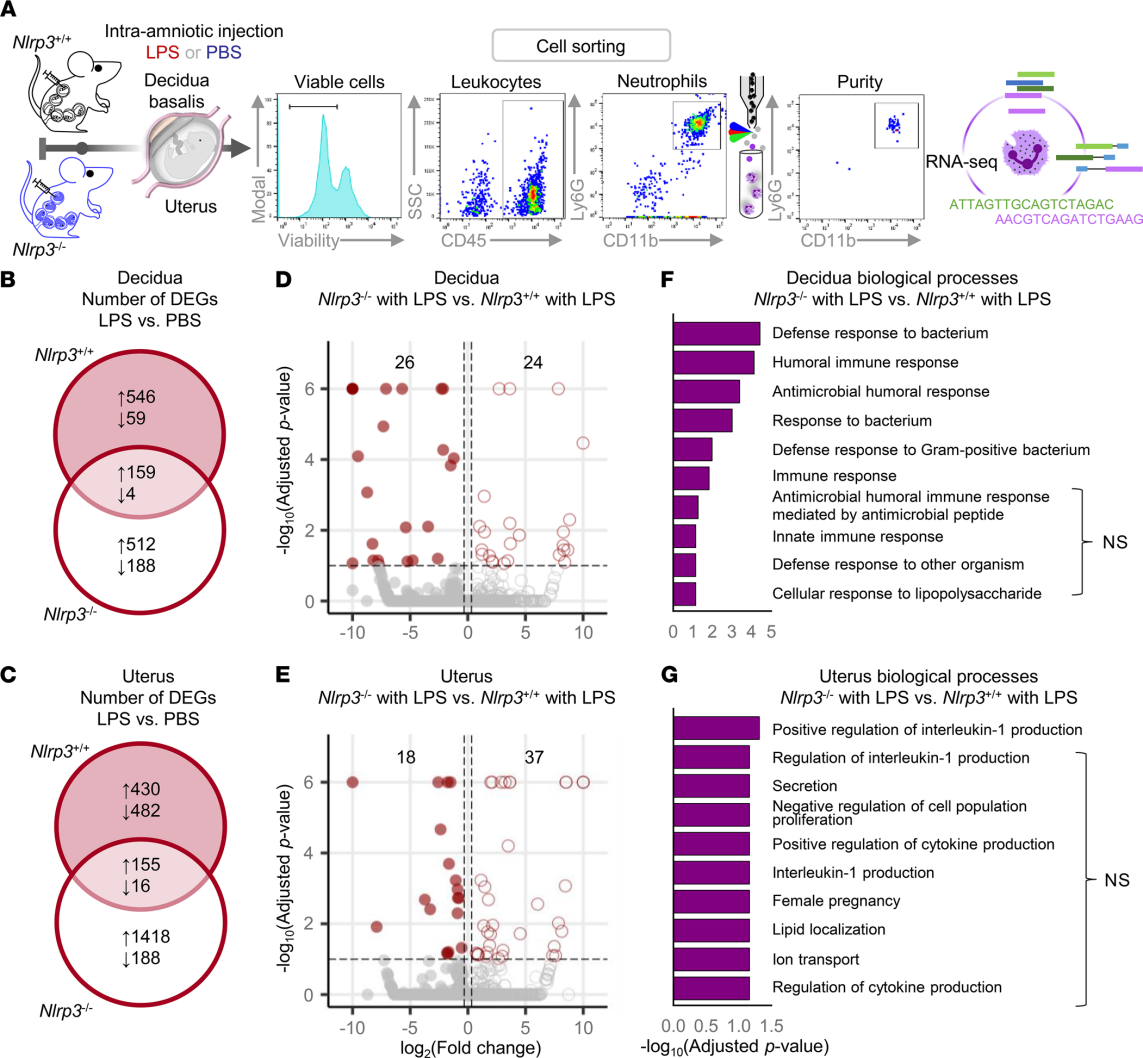
*Nlrp3* deficiency protects against preterm birth by dysregulating the functions of neutrophils infiltrating the decidua and uterus. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL; *Nlrp3*^+/+^ dams, *n* = 8, *Nlrp3*^–/–^ dams, *n* = 7) or PBS (*Nlrp3*^+/+^ dams, *n* = 7, *Nlrp3*^–/–^ dams, *n* = 8) on 16.5 days post coitum (dpc). The decidual and uterine tissues were collected on 17.5 dpc. Neutrophils were sorted from these tissues by FACS. A representative gating strategy used for FACS of the decidual and uterine neutrophils is shown. To obtain sufficient quantities of RNA for RNA-Seq, 2 to 4 neutrophil samples (biological replicates) from each group were combined. Neutrophil transcriptomes were obtained by RNA-Seq (*n* = 2 per group). (**B** and **C**) Venn diagrams representing the overlap of DEGs in (**B**) decidual and (**C**) uterine neutrophils as determined by the comparison between LPS- and PBS-injected *Nlrp3*^–/–^ (unfilled circle) and *Nlrp3*^+/+^ (filled circle) dams. (**D** and **E**) Volcano plots showing the DEGs in (**D**) decidual and (**E**) uterine neutrophils from *Nlrp3*^–/–^ and *Nlrp3*^+/+^ dams injected with LPS. (**F** and **G**) Biological processes (BPs) enriched in the comparison between (**F**) decidual and (**G**) uterine neutrophils from *Nlrp3*^–/–^ and *Nlrp3*^+/+^ dams injected with LPS. Hypergeometric distribution was used to test for significance in the case of BPs. The *P* values of BPs were adjusted by FDR.

**Figure 9:**
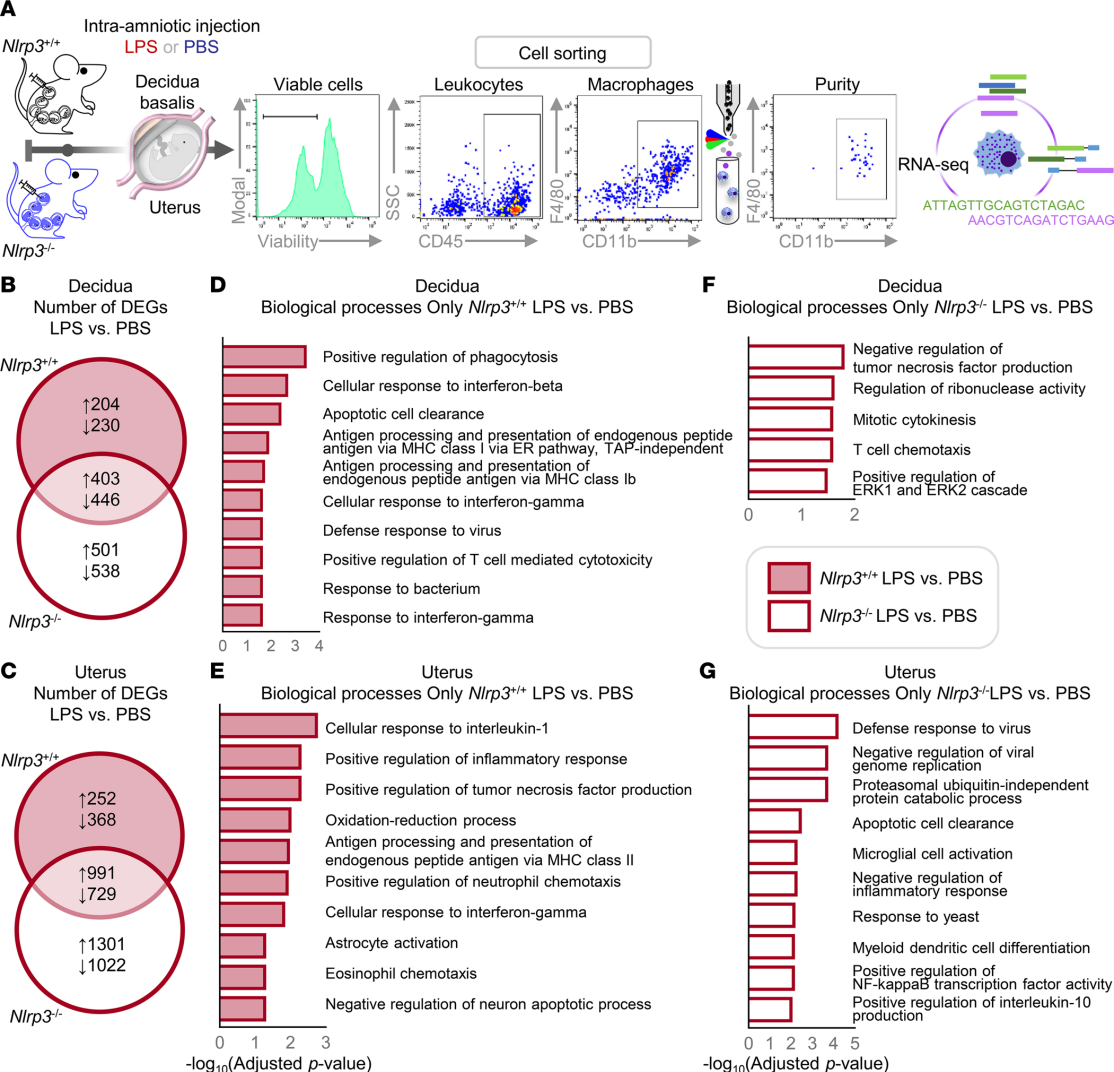
*Nlrp3* deficiency protects against preterm birth by dysregulating the functions of macrophages infiltrating the decidua and uterus. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL) or PBS on 16.5 days post coitum (dpc) (*n* = 3 per group). The decidual and uterine tissues were collected on 17.5 dpc. Macrophages were sorted from these tissues by FACS. A representative gating strategy used for FACS of decidual and uterine macrophages is shown. Macrophage transcriptomes were obtained by RNA-Seq. (**B** and **C**) Venn diagrams representing the overlap of DEGs in the (**B**) decidual and (**C**) uterine macrophages as determined by the comparison between LPS- and PBS-injected *Nlrp3*^–/–^ (unfilled circle) and *Nlrp3*^+/+^ (filled circle) dams. (**D** and **E**) BPs enriched in the comparison between (**D**) decidual and (**E**) uterine macrophages from *Nlrp3*^+/+^ dams injected with LPS and those injected with PBS. (**F** and **G**) BPs enriched in the comparison between (**F**) decidual and (**G**) uterine macrophages from *Nlrp3*^–/–^ dams injected with LPS and those injected with PBS. Hypergeometric distribution was used to test for significance in the case of BPs. The *P* values of BPs were adjusted by high-specificity pruning.

**Figure 10:**
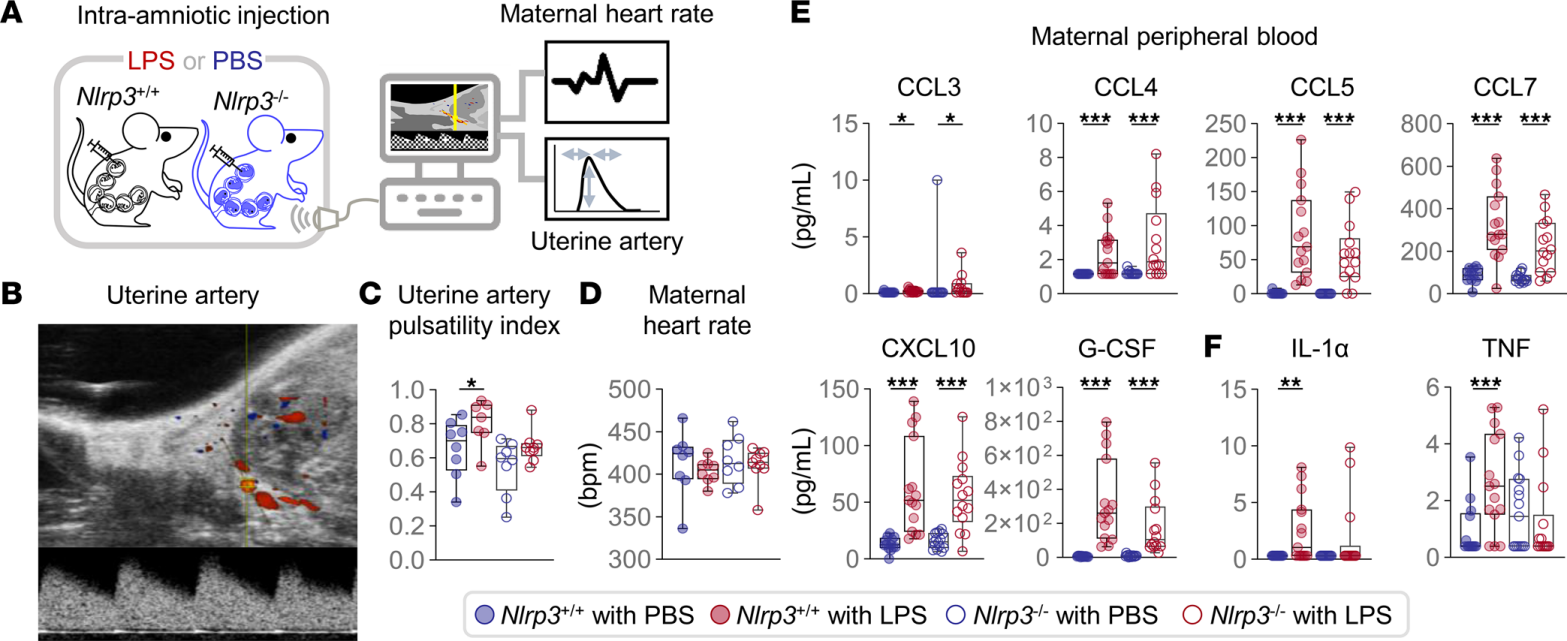
*Nlrp3* deficiency improves uterine artery blood flow and constrains systemic cytokine responses in the mother. (**A**) Pregnant *Nlrp3*^+/+^ and *Nlrp3*^–/–^ mice were intra-amniotically injected with LPS (100 ng/25 μL) or PBS on 16.5 days post coitum (dpc). Doppler ultrasonography was performed and the maternal plasma was collected on 17.5 dpc. (**B**) Representative Doppler ultrasound image of the uterine artery. (**C**) Uterine artery pulsatility index (*n* = 7–9 per group). (**D**) Maternal heart rate (*n* = 7–9 per group). (**E** and **F**) Maternal plasma concentrations of inflammatory mediators (*n* = 13–15 per group). Data are shown as box-and-whisker plots where midlines indicate medians, boxes indicate interquartile ranges, and whiskers indicate minimum and maximum values. The *P* values of the comparisons between PBS- and LPS-injected dams of each genotype were determined by Mann-Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 11:**
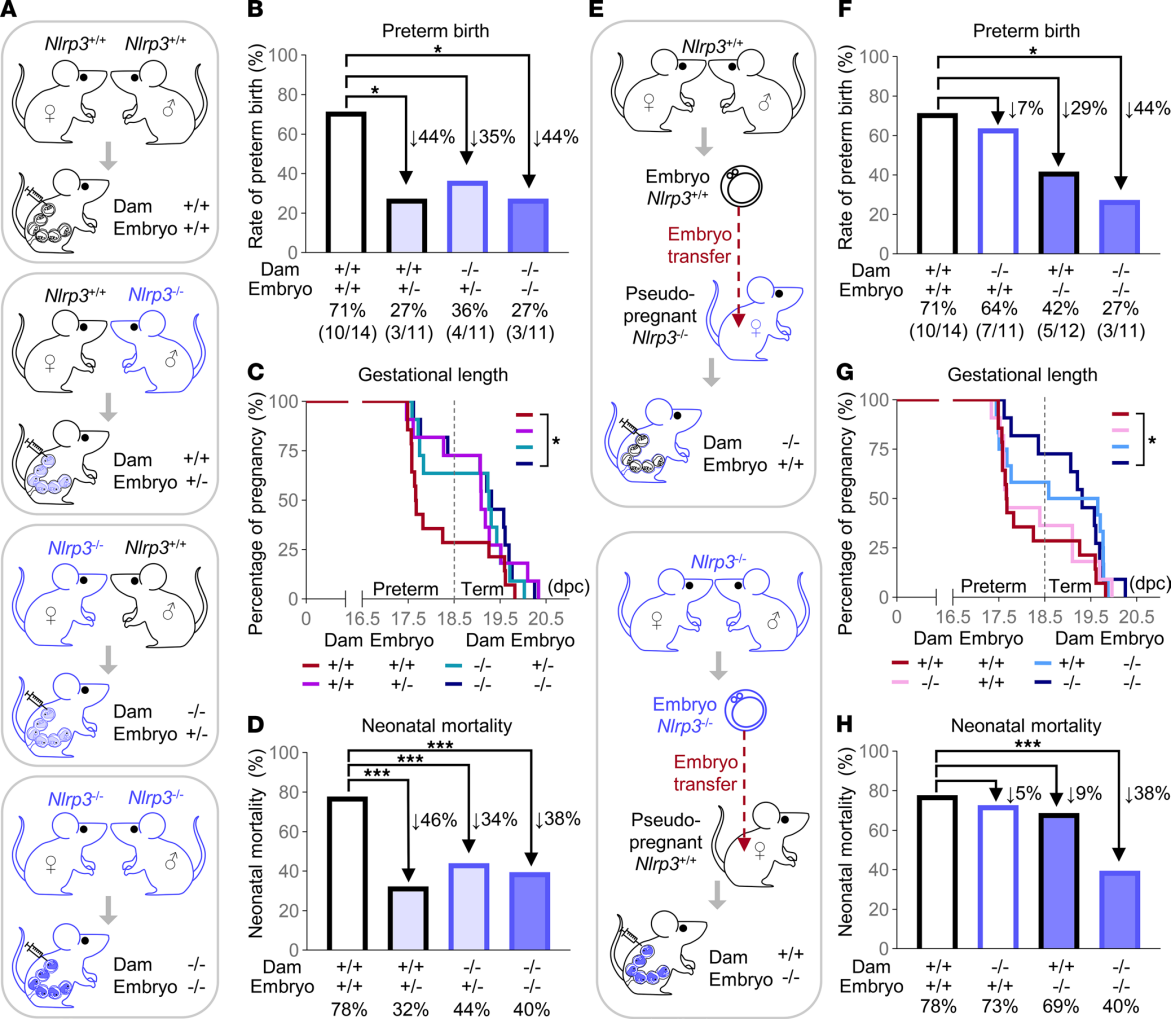
Fetal and maternal contribution of NLRP3 to the onset of preterm birth and subsequent neonatal mortality. (**A**) Mating strategies and resulting fetal genotypes. *Nlrp3*^+/+^ dams carrying *Nlrp3*^+/+^ fetuses, *Nlrp3*^+/+^ dams carrying *Nlrp3*^+/–^ fetuses, *Nlrp3*^–/–^ dams carrying *Nlrp3*^+/–^ fetuses, and *Nlrp3*^–/–^ dams carrying *Nlrp3*^–/–^ fetuses were injected with LPS (100 ng/25 μL) on 16.5 days post coitum (dpc) (*n* = 11–14 per group). (**B**) Preterm birth rates. (**C**) Gestational lengths. (**D**) Mortality rates of neonates. (**E**) Experimental design for embryo transfer. *Nlrp3*^+/+^ dams carrying *Nlrp3*^–/–^ fetuses and *Nlrp3*^–/–^ dams carrying *Nlrp3*^+/+^ fetuses were injected with LPS (100 ng/25 μL) on 16.5 dpc (*n* = 11–14 per group). (**F**) Preterm birth rates. (**G**) Gestational lengths. (**H**) Mortality rates of neonates. The *P* values for the rates of preterm birth and neonatal mortality were determined by Fisher’s exact test. The *P* values for the gestational lengths were determined by Gehan-Breslow-Wilcoxon test. *P < 0.05; ***P < 0.001.

## Version 1 08/22/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

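RNA-Seq libraries of neutrophils and macrophages sorted from the decidua and uterus of pregnant Nlrp3+/+ (WT) and Nlrp3-/- (KO) mice were analysed after intra-amniotic LPS or PBS. There were 40 libraries, 16 of neutrophils (2 per group, each pooled from 2 to 4 samples) and 24 of macrophages (3 per group, 1 dam each). The sample labels call the uterine tissue myometrium. Macrophage libraries of a group are biological replicates from different dams, and the dams in a neutrophil pool are not listed.

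The deposited file holds estimated counts (expected counts) per Ensembl gene for each library. According to the processing notes in the sample records, the authors quantified the reads with Salmon (no version given) on the mouse genome build GRCm38. The values are whole numbers with totals that differ between libraries, so they were taken as sums of Salmon's estimates rounded to whole numbers, without normalization. The annotation release, trimming, filters and any length correction are not stated. The file has 29628 genes, of which 6201 have 0 counts in every library. Symbols and positions came from GENCODE M21, which gave a symbol for 29306 and a position for 29376 gene IDs.

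Totals were 38677930 to 57711949 counts per library. A count was found for 11540 to 15269 genes in the neutrophil PBS libraries, 15244 to 17570 in the neutrophil LPS libraries and 17543 to 18710 in the macrophage libraries. The common biological coefficient of variation was 1.03 in decidual neutrophils, 1.01 in uterine neutrophils, 0.406 in decidual macrophages and 0.382 in uterine macrophages.

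Before the data were examined, the comparisons, tests, thresholds, gene lists and most alternatives were set. The 4 groups of a tissue and cell type were fitted together in edgeR 4.0.16 (R 4.3.3), with TMM factors, genes kept by filterByExpr per group, dispersions from estimateDisp and the robust quasi-likelihood F test (glmQLFit, glmQLFTest). The comparisons were LPS against PBS in each genotype, KO against WT mice with LPS and with PBS, and the interaction of genotype and injection. A further fit per cell type took both tissues, for uterine against decidual libraries with the condition as covariate, and for the difference between the tissues in the change between genotypes with LPS. P values were adjusted by the method of Benjamini and Hochberg, and a DEG had an adjusted p under 0.1 and a log2 fold change of at least 0.32 in size. The paper's text names no differential expression test and no thresholds. It refers to Supplemental Methods, which were not read here and may state them. The thresholds were taken from the highest adjusted p in its Supplemental Tables 7 and 8 and the smallest fold in Tables 1 to 10. The standard error of a log2 fold change was its size divided by the square root of its F statistic.

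Gene lists (38 in all, 21 of processes and 16 of cell type markers) were written from general knowledge after the processes the paper names. They were tested with camera (limma 3.58.1) with a preset correlation of 0.01, and adjusted over the 38 lists of a comparison at an adjusted p under 0.05. Members past the thresholds were counted over all genes and with p values adjusted over the list alone. Of 700 members, 695 were found in the file.

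Genes named in the text were chosen by a rule. In each comparison it takes the 5 DEGs with the largest rise and the 5 with the largest fall, among those with an average log2 CPM of at least 4 and no overlap between the libraries of the 2 groups (for the interaction, the average alone). It adds Nlrp3, Il1b, Casp1, Il6, Nos2 and Tnf, which the paper's text names, and the genes of the paper's Supplemental Tables 7 and 8, whose values had been seen. From each list described it takes 2 to 4 members with the smallest adjusted p. Members tied on the adjusted p were taken by their unadjusted p, a choice made after values were seen. Not every gene the rule allows is printed, and any other gene is marked where it is named. A group with 1 to 3 counts is given as a ratio with its 95% counting interval, and a group at 0 as a bound against a floor of 3 counts over the group.

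The closing section compares these choices with alternatives: DESeq2 1.42.0 on the 4 groups or on the 2 compared groups, edgeR on the 2 compared groups, median-ratio (RLE) factors, no count filter, an adjusted p under 0.05, each library left out in turn, and, across tissues, the replicate number as a block. For the region around Nlrp3, 10 and 40 Mb were tried beside 20 Mb, and for gene lists an estimated correlation and RLE factors. RLE factors moved the median log2 fold change of all tested genes by at most 0.0773 in any comparison. Alternatives added after the data were seen leave out the neutrophil libraries that stand apart, and Nlrp3 from the lists that hold it, and swap tissues within samples of the same number in 30 splits, the real one among them. Groups of 3 or more libraries were also split in every other way, or in 30 drawn splits where there were more.

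The steps were tested on simulated data with 200 changed genes and a dispersion of 0.1. For LPS against PBS in WT mice, edgeR recovered all 66 genes changed 8-fold in decidual neutrophils, uterine neutrophils, decidual macrophages and uterine macrophages. False calls were 14, 14, 14 and 18 of 154, 150, 169 and 171 calls. With DESeq2 on the 4 groups they were 35, 37, 37 and 55 of 183, 183, 198 and 216. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The paper's measurements of proteins, cells and pregnancy outcome are not in the count table and were left out. Its Gene Ontology enrichment was not repeated, since no ontology table was at hand, and the gene lists stand in for it.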

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

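Chosen only after the result was seen were the tests on transcripts missing from single PBS libraries, on DNA of the donor strain and the match to the reference around Nlrp3, on RNA of neutrophils, and on splits within pairs of samples of the same number. The thinning of libraries and the other splits were planned.

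The LPS response differed between genotypes in uterine neutrophils for 2 DEGs by the interaction test in edgeR, Gm4832 (9.87 ± 0.60, log2, adjusted p = 0.0351) and Ifi211 (8.89 ± 0.69, adjusted p = 0.0772), with 1187 genes at an unadjusted p under 0.05. Both genes had 6 to 12 counts in each KO PBS library, 2020 to 7550 in each WT PBS library and 2799 to 5659 in each LPS library of either genotype. Only the KO PBS libraries were thus low. In that pair 1893 genes were at 0 in one library and at 100 or more counts in the other, against 37 in the KO LPS pair. Whether transcripts missing from the KO PBS libraries account for these 2 calls was not tested. DESeq2 called 1417 genes, RLE factors left 1 and an adjusted p under 0.05 left 1. Without KO PBS replicate 7 the count was 771, without KO PBS replicate 8 it was 5310, and without any 1 of the other libraries it was 0.

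KO and WT mice with PBS, a comparison on which the paper does not report, differed in 1 gene in decidual neutrophils (Nlrp3), 378 in uterine neutrophils, 2 in decidual macrophages (Nlrp3 and the pseudogene Gm12663) and 61 in uterine macrophages, with 1175, 2287, 658 and 2851 at an unadjusted p under 0.05. DESeq2 on the 4 groups called 1379, 3185, 86 and 1604. Without 1 library the decidual neutrophil count was 2198 (WT PBS replicate 1), 0 (KO PBS replicate 7) or 484 (KO PBS replicate 8). For uterine neutrophils it was 863 and 597 (WT PBS replicates 1 and 2) and 1430 and 6582 (KO PBS replicates 7 and 8). In decidual macrophages the counts were 4, 1 and 4 without WT PBS replicates 1, 2 and 3 and 1, 2 and 1 without KO PBS replicates 10, 11 and 12. In uterine macrophages the counts without WT PBS replicates 1, 2 and 3 were 108, 152 and 22, and without KO PBS replicates 10, 11 and 12 they were 13, 10 and 12.

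Uterine and decidual libraries, whose difference the paper mentions without values, differed in 5 genes in neutrophils and 1616 in macrophages by edgeR. In 30 splits that mixed the tissues within each condition, the real one among them, no other split gave as many, with at most 0 and 23 DEGs. A share of 1 of 30 is under the planned limit of 0.05 and the smallest that 30 splits can show. Chance is thus unlikely and not excluded, and these splits take no account of samples that may share dams. With the replicate number as a block the counts were 3 and 1481, and in 30 splits that swapped the tissues only between samples of the same number, the real one among them, the highest other counts were 0 and 43. DESeq2 called 309 and 1918 genes, and an adjusted p under 0.05 left 1 in neutrophils.

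Transcripts of smooth muscle and fibroblasts, which the paper does not discuss, summed to 2964 CPM in uterine neutrophils of KO PBS replicate 7 and to 25.1 to 199.8 CPM in the other 15 neutrophil libraries. This library also held the fewest genes with a count (11540), and the highest sum of uterine epithelium markers (982 CPM, against 16.0 to 249).

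Markers of neutrophils rose with LPS in sorted macrophages, with a median log2 fold change of 1.47 (WT) and 2.14 (KO) in the decidua and 4.06 and 4.54 in the uterus, in genes outside those the paper discusses. If RNA of neutrophils were the whole cause, each called gene would rise by a like percent of its level in uterine neutrophils with LPS. In uterine WT macrophages Ly6g, G0s2, Cxcr2 and Retnlg rose by 0.580%, 0.901%, 0.948% and 1.34% of that level, while the median over 22 called neutrophil marker and granule genes was 17.6%, Lcn2 reached 78.9% and Wfdc21 131%, and 15 of the genes rose by over 3 times the percent of G0s2, the lowest among genes at 1000 CPM or more in neutrophils (genes named after their values were seen). These values argue against RNA of neutrophils like the sorted ones as the whole cause in the uterus. Neutrophils with other transcript proportions than the sorted pools were not tested and are not excluded. A share of about 1% of neutrophil RNA may remain, and the induction of such genes by LPS in macrophages stays open and was not tested.

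More genes were higher than lower with LPS in neutrophils, over both tissues and genotypes by DESeq2, and among genes of lower mean expression above all (3677 higher and 804 lower, against 1299 and 1524 among the genes of higher expression). Higher total counts in the LPS libraries do not account for their greater number of genes with a count. Thinned to the lowest PBS total of their tissue, libraries held a median of 16886 (LPS, SD 712) and 13866 genes (PBS). The difference was 3020. The calls were not repeated on thinned libraries, so this cannot decide whether total counts play a part in the excess of higher calls. Transcripts missing from single PBS libraries may account for much of the excess, since 82.1% of the calls were higher among the genes of lower expression and 46.0% among the others. Among these others it was 46.7% (decidual WT), 60.1% (decidual KO), 53.0% (uterine WT) and 37.8% (uterine KO). A lean to higher calls thus remained there in decidual KO and uterine WT neutrophils. Genes at 0 in one replicate and at 100 or more counts in the other numbered 967 to 1893 per PBS pair, 30 to 108 per LPS pair and 31 to 80 per macrophage pair. A gain of transcripts with LPS stays open and was not tested apart from this.

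Of the 8 DEGs between genotypes in macrophages with LPS other than Nlrp3, 4 lie within 20 Mb of Nlrp3, where the share of tested genes gives 0.261. This excess argues against loss of NLRP3, acting alike on genes at any position, as the only cause of the 4 as a set. The test of position cannot exclude that cause for any 1 of them. DNA of the strain in which the knockout allele was made, carried along with it, is a candidate explanation. More DEGs lie there than the share of tested genes gives (two-sided Fisher's exact test, p = 7.04e-05). That count is the pattern itself, so it gives this explanation no separate test. Whether variants of that strain that lower the match of reads to the C57BL/6 reference play a part cannot be told, as only 1 of the 4 (Timd4) is higher in KO mice and 3 are lower, and reads were not analysed here. The other 4 genes (Trem2, Gm12663, Gm11545 and Gm8797) lie outside the 20 Mb and are not covered by this test. An effect of NLRP3 on them stays open. Gm12663 and Gm11545 also lie on chromosome 11, at -42.9 and 35.2 Mb from Nlrp3, so DNA carried along with the allele stays open for these 2 as well. Gm12663 was higher in KO mice with PBS too, with 6.97 ± 0.88 in decidual and 10.03 ± 0.99 in uterine macrophages. Within 10 Mb, uterine macrophages alone had 1 of 5 DEGs (two-sided Fisher's exact test, p = 0.0733).

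For macrophages, 3 libraries against 3 give 10 splits, too few for a share under 0.05. The real and the highest other count were 763 against 2 (LPS in WT), 1799 against 1 (LPS in KO), 7 against 0 (KO and WT with LPS) and 2 against 1 (KO and WT with PBS) in the decidua, and 2420 against 2, 3957 against 1, 6 against 1 and 61 against 1 in the uterus. For the interaction the real count was 0 in both tissues by edgeR, with 505 and 1172 genes at an unadjusted p under 0.05 and 36 and 110 DEGs by DESeq2. For the difference between tissues in the change between genotypes it was 0 (1017 at an unadjusted p under 0.05, 70 by DESeq2) too. Every split reaches a count of 0, so splits decide nothing for these 3 results. For neutrophils, groups of 2 libraries were not split.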

How the results depend on the processing

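Leaving out the neutrophil libraries that stand apart, and Nlrp3 from its lists, and splitting within samples of the same number were choices made after the result was seen. The other alternatives were planned. Counts of DEGs follow the order LPS in WT, LPS in KO, KO against WT with LPS, KO against WT with PBS, and the interaction, which has no value in fits to 2 groups. Under the alternatives, 133 values of the 24 counts lay within 1.5 times the reported count, and those outside it are given below. The cause was not tested unless named.

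The reported counts by edgeR were 0, 0, 1, 1 and 0 (decidual neutrophils), 2, 246, 0, 378 and 2 (uterine neutrophils), 763, 1799, 7, 2 and 0 (decidual macrophages) and 2420, 3957, 6, 61 and 0 (uterine macrophages). At an unadjusted p under 0.05 edgeR had 1221, 1520, 86, 1175 and 553 (decidual neutrophils), 1178, 2831, 63, 2287 and 1187 (uterine neutrophils), 2299, 3397, 1232, 658 and 505 (decidual macrophages) and 3920, 5027, 1306, 2851 and 1172 (uterine macrophages) genes. DESeq2 called 1018, 1445, 42, 1379 and 424 (decidual neutrophils), 1116, 3728, 22, 3185 and 1417 (uterine neutrophils), 1435, 2589, 130, 86 and 36 (decidual macrophages) and 3047, 4484, 196, 1604 and 110 (uterine macrophages). DESeq2 on the 2 compared groups called 632, 1194, 58 and 126 (decidual neutrophils), 1053, 2580, 74 and 762 (uterine neutrophils), 1459, 2085, 229 and 70 (decidual macrophages) and 2694, 4434, 245 and 1238 (uterine macrophages). In simulated libraries with a dispersion of 0.1, DESeq2 on the 4 groups made more false calls than edgeR in each of the 4 sets, 35, 37, 37 and 55 against 14, 14, 14 and 18. DESeq2 on the 2 compared groups was not simulated. EdgeR on the 2 compared groups called 0, 0, 2 and 0 (decidual neutrophils), 0, 0, 8 and 0 (uterine neutrophils), 691, 1179, 5 and 1 (decidual macrophages) and 1859, 3900, 6 and 2 (uterine macrophages), with fewer libraries to estimate the spread. An adjusted p under 0.05, a stricter threshold, left 0, 0, 1, 1 and 0 (decidual neutrophils), 2, 4, 0, 2 and 1 (uterine neutrophils), 432, 1150, 3, 2 and 0 (decidual macrophages) and 1654, 2881, 6, 11 and 0 (uterine macrophages). RLE factors gave 4, 8, 0, 380 and 1 (uterine neutrophils) and 2460, 3978, 6, 125 and 0 (uterine macrophages), and without a count filter the uterine neutrophils had 11, 21, 0, 3 and 2. Other counts with RLE factors or without the filter lay within 1.5 times. Without the libraries that stand apart (decidual WT PBS replicate 2 and KO PBS replicate 7, uterine KO PBS replicate 7) edgeR called 1364, 2478, 2, 1465 and 782 (decidual neutrophils) and 634, 1668, 1, 1430 and 771 (uterine neutrophils).

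Leave-one-out counts in decidual neutrophils were 0 to 2204, 0 to 315, 0 to 0, 0 to 2198 and 0 to 1365, and in uterine neutrophils 0 to 0, 0 to 7456, 0 to 0, 597 to 6582 and 0 to 5310. There the library left alone in its group is assumed to vary like the other groups. In decidual macrophages these ranges were 278 to 557, 1005 to 1736, 1 to 12, 1 to 4 and 0 to 3, and in uterine macrophages 1414 to 2757, 2929 to 3358, 4 to 14, 10 to 152 and 0 to 4. LPS against PBS in KO uterine macrophages lay within 1.5 times of 3957 in every alternative run.

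Between tissues, the reported counts were 5 in neutrophils and 1616 in macrophages, and 0 and 0 for the difference in the change between genotypes (78 and 1017 at an unadjusted p under 0.05). DESeq2 called 309 and 1918, and 30 and 70 for that difference. An adjusted p under 0.05 left 1 in neutrophils. Other alternatives lay within 1.5 times, apart from the block below.

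The share of DEGs between genotypes within 20 Mb of Nlrp3 was 5.12% (p = 0.0455, Fisher's exact test). By the same exact test, within 10 Mb it was 2.67% (p = 0.0518) and within 40 Mb 7.57% (p = 0.0629). For macrophages with LPS, also by the exact test, 3 of 6 decidual DEGs lie within 20 Mb (p = 0.000643), 2 within 10 Mb (p = 0.00331) and 4 within 40 Mb (p = 0.000125), and of 5 uterine DEGs 3 (p = 0.000334), 1 (p = 0.0733) and 3 (p = 0.00156). Of 265 calls of gene lists by camera, 42 also passed with a correlation estimated from the data and 264 passed with RLE factors (261 of the 265 and 3 others). Of 9 calls of lists that hold Nlrp3, 1 passed without it.

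Of the gene results, 256 log2 fold changes were recomputed under the alternatives: 2373 values kept direction and side of the threshold, 292 kept the direction and no longer passed, 126 kept it and now passed, and 19 reversed. None of the reversed had passed the test. Camp in decidual neutrophils (KO against WT with LPS) went from -0.51 to 0.25 without WT LPS replicate 3 (leave-one-out range -1.22 to 0.25). Casp1 in decidual neutrophils (KO against WT with LPS) went from 0.20 to -0.025 without WT LPS replicate 4 (leave-one-out range -0.025 to 0.46). Casp1 in uterine macrophages (KO against WT with LPS) went from 0.053 to -0.048 without WT LPS replicate 4 (leave-one-out range -0.048 to 0.19). Igha in uterine neutrophils (KO against WT with LPS) went from -1.26 to 0.63 without WT LPS replicate 3 (leave-one-out range -7.16 to 0.63). Il1b in decidual neutrophils (KO against WT with LPS) went from -0.0094 to 0.0091 with RLE factors, 0.0091 with DESeq2, 0.040 without WT LPS replicate 4, 0.15 without KO LPS replicate 9 (leave-one-out range -0.20 to 0.15). Il1b in uterine macrophages (KO against WT with LPS) went from 0.061 to -0.026 without WT LPS replicate 6 (leave-one-out range -0.026 to 0.16). Il1b in uterine neutrophils (KO against WT with LPS) went from 0.022 to -0.047 without WT LPS replicate 3 (leave-one-out range -0.047 to 0.094). Il6 in decidual macrophages (KO against WT with LPS) went from 0.11 to -0.11 without KO LPS replicate 15 (leave-one-out range -0.11 to 0.27). Nos2 in decidual macrophages (KO against WT with LPS) went from -0.35 to 0.80 without WT LPS replicate 6 (leave-one-out range -0.88 to 0.80). Nos2 in uterine neutrophils (KO against WT with LPS) went from -0.18 to 0.028 without WT LPS replicate 3 (leave-one-out range -0.36 to 0.028). Tnf in uterine macrophages (LPS against PBS in WT) went from 0.0026 to -0.062 without WT PBS replicate 3, -0.037 without WT LPS replicate 4, -0.075 without WT LPS replicate 5 (leave-one-out range -0.075 to 0.13). Ubc in decidual neutrophils (KO against WT with LPS) went from 0.044 to -0.21 without KO LPS replicate 9 (leave-one-out range -0.21 to 0.26). Ubc in uterine neutrophils (KO against WT with LPS) went from -0.039 to 0.015 without WT LPS replicate 4, 0.0014 without KO LPS replicate 10 (leave-one-out range -0.092 to 0.015).

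Totals of 38677930 counts or more did not set the low number of genes per neutrophil PBS library, since LPS libraries thinned to the PBS totals held a median of 3020 genes more. Depth limits the folds of genes with few counts, which are given as bounds or counting intervals.

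Samples of the same number from the 2 tissues were also treated as paired by a replicate block. EdgeR then called 3 DEGs between tissues in neutrophils and 1481 in macrophages, and 0 and 0 for the difference in the change between genotypes. Across genes, the correlation of the residuals of samples with the same number was -0.14 to 0.21. The partner of the same number was the closest in 6 of 8 neutrophil and 7 of 12 macrophage libraries, where chance gives 4 of 8 and 4 of 12. No source says that equal numbers mark the same dams, so the reported fits do not pair them.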

Differences from the paper's values

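The paper's text states no differential expression test and no thresholds. The counts below use an adjusted p under 0.1 and a log2 fold change of at least 0.32 in size. The first follows the highest adjusted p in Supplemental Tables 7 and 8 (0.0928 and 0.0957), and the second the smallest fold in Tables 1 to 10. The other tables give unadjusted p values, at most 0.00425 to 0.0105, and the smallest folds of Tables 1 to 6 are larger (1.47 to 8.24). The Supplemental Methods were not read here and may state a test and thresholds.

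For KO against WT mice with LPS the paper gives 50 and 55 dysregulated transcripts in decidual and uterine neutrophils and 155 and 173 in decidual and uterine macrophages (the paper's values), where edgeR called 1, 0, 7 and 6, with 86, 63, 1232 and 1306 at an unadjusted p under 0.05. The 86 and 63 of neutrophils are below the share of 0.05 of tested genes that a test without differences gives. This fit was conservative there, and edgeR on the 2 compared groups had 411 and 557. Of the alternatives set before the data were examined, DESeq2 on the 2 compared groups came within 1.5 times of the paper's value in all 4 (58, 74, 229 and 245). DESeq2 on the 4 groups did so in decidual neutrophils (42), decidual macrophages (130) and uterine macrophages (196) and not in uterine neutrophils (22). EdgeR on the 2 compared groups, RLE factors, no count filter, the adjusted p under 0.05 and leaving out any 1 library did not.

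For LPS against PBS the paper's Supplemental Tables 1 to 6 list 768 (WT) and 863 (KO) genes in decidual and 1082 (WT) and 1777 (KO) in uterine neutrophils (the paper's values), where edgeR called 0, 0, 2 and 246 (1221, 1520, 1178 and 2831 at an unadjusted p under 0.05). DESeq2 on the 2 compared groups came within 1.5 times in all 4 (632, 1194, 1053 and 2580). DESeq2 on the 4 groups did so for WT mice (1018 and 1116) and not for KO mice (1445 and 3728). In uterine KO neutrophils edgeR without KO PBS replicate 7 also did (1668). The other alternatives set before the data were examined did not. Leaving out the libraries that stand apart, chosen after the values were seen, gave 1364, 2478 and 634 in the other 3, which is not within 1.5 times, and is the same fit as without KO PBS replicate 7 in uterine KO neutrophils.

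For decidual macrophages the paper's Supplemental Table 9 lists 433 genes changed with LPS in WT mice alone (the paper's value), where edgeR called 141 in WT mice and not in KO mice. Both DESeq2 on the 4 groups (358) and on the 2 compared groups (485) came within 1.5 times. EdgeR on the 2 compared groups (248), with RLE factors (148), with no count filter (101) and at an adjusted p under 0.05 (71) did not. For the 1039 genes that Table 10 lists in KO mice alone (the paper's value), edgeR called 1177, and every alternative run (736 to 1512) came within 1.5 times.

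The log2 fold change of Nlrp3 in uterine neutrophils with LPS is -10 in the paper's Supplemental Table 8 (the paper's value), whose values reach no further than 10 in either direction, and -10.86 ± 0.82 here. It came within the standard error without WT LPS replicate 4 (-10.81) and without KO LPS replicate 10 (-10.52). With the other alternatives set before the data were examined (-11.31 to -10.87) it did not. In Supplemental Tables 7 and 8 the paper lists a gene as UBC with a log2 fold change of 1.43 in decidual and 1.14 in uterine neutrophils (the paper's values), where Ubc had 0.044 ± 0.22 and -0.039 ± 0.15 between KO and WT mice. The alternatives set before the data were examined gave -0.21 to 0.26 and -0.09 to 0.01, and none reaches the paper's value.

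Most entries of the paper's tables had the same direction here. For Supplemental Tables 1, 2, 4, 5, 9 and 10, 601, 692, 906, 1587, 424 and 1019 entries were matched and 601, 692, 905, 1587, 424 and 1019 had the same direction, with 0, 0, 2, 169, 133 and 723 called by edgeR, 318, 538, 388, 1496, 308 and 923 by DESeq2 on the 4 groups and 349, 472, 784, 1548, 400 and 950 by DESeq2 on the 2 compared groups. For Tables 7 and 8, 46 and 54 were matched and 46 and 53 had the same direction, with 1 and 0 called by edgeR, 12 and 6 by DESeq2 on the 4 groups and 45 and 53 on the 2 compared groups. The tables come from the same libraries and are not independent evidence.

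The paper states that neutrophils of both genotypes raise their transcription with LPS. In uterine WT neutrophils edgeR called 0 genes higher and 2 lower (1178 at an unadjusted p under 0.05), and DESeq2 805 higher and 311 lower. It also states that genotypes of macrophages differ in the processes that LPS changes, and that processes such as the cellular response to IL-1 are missing from KO macrophages. By camera on gene lists, which is not the paper's enrichment test, the cellular response to IL-1 was higher in decidual and uterine KO macrophages (adjusted p = 3.66e-05 and 7.73e-14, and 0.0280 and 0.00604 with an estimated correlation). Interferon-stimulated antiviral genes leaned higher with LPS in WT macrophages too (adjusted p = 5.50e-30 and 3.90e-10 from camera, and 0.0107 and 0.260 with an estimated correlation). The paper reports defense against viruses for KO macrophages, and for WT macrophages it names a response to interferons. This list cannot tell the 2 processes apart, so its rise in WT macrophages is no difference from the paper. Negative regulators of TNF production, which it reports for KO macrophages, did not pass in either tissue of KO mice (adjusted p = 0.317 and 0.169). T cell chemotaxis, also reported for KO macrophages, passed in the uterus of KO mice (adjusted p = 0.00544, 0.154 with an estimated correlation) and in both tissues of WT mice (adjusted p = 0.00289 and 0.00425, 0.123 and 0.171 with an estimated correlation), and not in the decidua of KO mice (adjusted p = 0.677).

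Between genotypes with LPS, the paper links the genes of uterine neutrophils to IL-1 production, where that list had an adjusted p of 0.847 from camera, and those of decidual neutrophils to antimicrobial defense, where neutrophil granule and antimicrobial genes had 0.845. It links decidual macrophages to CD4 T cells and leukocyte adhesion, where the lists had 0.819 and 0.922. The paper tested its DEGs for enriched processes, while camera asks for a shift of a list in 1 direction. Members that move both ways cancel in camera, so these values do not repeat the paper's test. For cell migration in uterine macrophages the list passed camera in the direction of lower values in KO mice (adjusted p = 1.79e-05, 0.290 with an estimated correlation). The paper states that the knockout acts differently on decidual and uterine neutrophils, where edgeR called 0 genes for the difference between tissues in the change between genotypes (78 at an unadjusted p under 0.05) and DESeq2 called 30. These 78 are below a share of 0.05 of the tested genes, so the edgeR test was conservative for this difference.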

Other observations

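The test of the share of DEGs near Nlrp3 was chosen after the paper's Supplemental Tables 7 and 8 were seen. Without LPS, lists of glycolysis, antiviral, MHC class I and neutrophil granule genes leaned lower by camera in uterine macrophages of KO mice than in those of WT mice, though not with an estimated correlation and with few genes called, in a comparison the paper does not report. Genes of glycolysis and the hypoxia response leaned lower, 2 of 24 over all genes and 17 when adjusted over the list alone (camera's adjusted p = 7.56e-14, 0.230 with an estimated correlation), with Hilpda, a hypoxia-inducible gene, at -1.57 ± 0.28 and Eno1, a glycolytic enzyme, at -0.74 ± 0.14 (log2, n = 3 dams per group, adjusted p = 0.0729 and 0.0893, edgeR). Antiviral genes leaned lower, 0 of 33 over all genes and 23 adjusted over the list alone (camera's adjusted p = 1.30e-11, 0.480 with an estimated correlation), with Isg20 at -1.26 ± 0.28 and Irf7 at -1.84 ± 0.42 (adjusted p = 0.117 and 0.118). MHC class I genes did too, 0 of 23 over all genes and 14 adjusted over the list alone (camera's adjusted p = 2.08e-08, 0.223 with an estimated correlation), with H2-D1, a class I heavy chain, at -0.51 ± 0.12 (adjusted p = 0.124). Of 25 neutrophil granule and antimicrobial genes 0 rose and 2 fell (2 higher and 13 lower adjusted over the list alone, camera's adjusted p = 9.88e-06, 0.230 with an estimated correlation), Wfdc21 with -2.93 ± 0.57 and the calprotectin gene S100a8 with -2.49 ± 0.49 (adjusted p = 0.0893 for both). Monocyte markers leaned the same way, 4 of 6 when adjusted over the list alone and 0 over all genes (camera's adjusted p = 0.00556, 0.310 with an estimated correlation), with the monocyte gene Ly6c2 at -1.90 ± 0.58 (adjusted p = 0.163). The phosphatidylserine receptor Timd4 rose by 3.21 ± 0.30 and the scavenger receptor Marco was 96.3-fold higher (95% counting interval 26.3 to 801) in KO mice (adjusted p = 0.00265 and 0.0467). Of DEGs with an average log2 CPM of at least 4 and no overlap between the groups, Gm5483, Rhov and Slfn4 fell, with -3.54 ± 0.55, -3.50 ± 0.69 and -3.41 ± 0.61 (adjusted p = 0.0584, 0.0900 and 0.0729), and Fam49b and the cytoskeletal linker Tln1 rose by 1.15 ± 0.20 and 0.85 ± 0.15 (adjusted p = 0.0729 for both). Of these libraries, WT PBS replicate 3 had the highest sums of neutrophil markers (582 CPM, against 45.1 to 248) and monocyte markers (2358 CPM, against 783 to 1021), and mitochondrial transcripts were 2.82 to 3.49% of the counts in WT and 4.01 to 4.81% in KO libraries. The DEGs were 22 higher and 39 lower by edgeR, 30 and 95 with RLE factors, 3 and 8 at an adjusted p under 0.05, 0 and 2 from the 2 compared groups alone and 504 and 1100 by DESeq2. Without WT PBS replicates 1, 2 and 3 the higher and lower genes were 17 and 91, 35 and 117, and 3 and 19, and without KO PBS replicates 10, 11 and 12 they were 3 and 10, 4 and 6, and 4 and 8.

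In decidual macrophages with PBS, markers of trophoblast and uterine epithelium leaned higher in KO mice (5 of 9 and 4 of 9 when adjusted over the list alone and 0 over all genes, camera's adjusted p = 8.12e-06 and 2.96e-05, 0.0581 and 0.0938 with an estimated correlation). Cell division genes leaned lower (0 of 35 when adjusted over the list alone, camera's adjusted p = 3.94e-08, 0.301 with an estimated correlation, median -0.33), as did antiviral genes (1 of 33 when adjusted over the list alone, camera's adjusted p = 0.000179, 0.544 with an estimated correlation). Nlrp3 was 11300-fold lower (95% counting interval 2030 to 448000) in KO mice (adjusted p = 3.35e-06). In uterine neutrophils with PBS, 20 genes were higher and 358 lower in KO mice, with 23 and 357 with RLE factors, 2 in all at an adjusted p under 0.05, 3 without a count filter, 0 from the 2 compared groups and 1258 and 1927 by DESeq2. Mrpl58, a mitochondrial ribosome release factor gene, was at least 1040-fold lower, the chemokine receptor gene Ccr7 2000-fold lower (95% counting interval 554 to 16500) and the interferon-inducible gene Ifi206 2440-fold lower (95% counting interval 437 to 96300) in KO mice (adjusted p = 0.0874 each). Among DEGs with an average log2 CPM of at least 4 and no overlap between the groups, the largest rises were those of Tchp, Rpl28-ps3 and Gstp3, with 7.79 ± 1.57, 4.25 ± 0.65 and 2.28 ± 0.44 (adjusted p = 0.0999, 0.0874 and 0.0935), and 4.86, 3.41 and 2.44 without KO PBS replicate 7. In the KO PBS pair of these libraries 1893 genes were at 0 in one library and at 100 or more counts in the other, and in the WT PBS pair 967. Without 1 library these uterine neutrophils had 27 higher and 836 lower (WT PBS replicate 1), 59 higher and 538 lower (WT PBS replicate 2), 446 higher and 984 lower (KO PBS replicate 7) and 2064 higher and 4518 lower (KO PBS replicate 8). Markers of smooth muscle and fibroblasts leaned higher there (median 4.04, 1 of 12 when adjusted over the list alone, camera's adjusted p = 0.0209, 0.809 with an estimated correlation). In decidual neutrophils with PBS, Nlrp3 fell by 11.91 ± 0.70 (adjusted p = 0.0262) in KO mice, where the count of DEGs was 1, and 0 without KO PBS replicate 7, 484 without KO PBS replicate 8 and 2198 without WT PBS replicate 1, and markers of erythroid cells leaned higher (6 of 6 when adjusted over the list alone and 0 over all genes, camera's adjusted p = 0.00116, 0.920 with an estimated correlation).

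Over all 8 comparisons between genotypes, 23 of 449 DEGs other than Nlrp3 (5.12%) lie within 20 Mb of Nlrp3, as do 3.30% of the other tested genes (two-sided Fisher's exact test, p = 0.0455). By the same exact test, uterine neutrophils with PBS, the source of most of these DEGs, had 13 of 377 (3.45%, p = 0.884), and in uterine macrophages with PBS the share was 4 of 60 (6.67%, p = 0.134). The comparisons share libraries, so their DEGs are not independent. Hist3h2a fell by 1.45 ± 0.14 (adjusted p = 0.00294) in uterine macrophages of KO mice with PBS as well as with LPS.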
